# Hijacking of transcriptional condensates by endogenous retroviruses

**DOI:** 10.1038/s41588-022-01132-w

**Published:** 2022-07-21

**Authors:** Vahid Asimi, Abhishek Sampath Kumar, Henri Niskanen, Christina Riemenschneider, Sara Hetzel, Julian Naderi, Nina Fasching, Niko Popitsch, Manyu Du, Helene Kretzmer, Zachary D. Smith, Raha Weigert, Maria Walther, Sainath Mamde, David Meierhofer, Lars Wittler, René Buschow, Bernd Timmermann, Ibrahim I. Cisse, Stefan L. Ameres, Alexander Meissner, Denes Hnisz

**Keywords:** Gene regulation, Stem cells, Epigenomics

## Abstract

Most endogenous retroviruses (ERVs) in mammals are incapable of retrotransposition; therefore, why ERV derepression is associated with lethality during early development has been a mystery. Here, we report that rapid and selective degradation of the heterochromatin adapter protein TRIM28 triggers dissociation of transcriptional condensates from loci encoding super-enhancer (SE)-driven pluripotency genes and their association with transcribed ERV loci in murine embryonic stem cells. Knockdown of ERV RNAs or forced expression of SE-enriched transcription factors rescued condensate localization at SEs in TRIM28-degraded cells. In a biochemical reconstitution system, ERV RNA facilitated partitioning of RNA polymerase II and the Mediator coactivator into phase-separated droplets. In TRIM28 knockout mouse embryos, single-cell RNA-seq analysis revealed specific depletion of pluripotent lineages. We propose that coding and noncoding nascent RNAs, including those produced by retrotransposons, may facilitate ‘hijacking’ of transcriptional condensates in various developmental and disease contexts.

## Abstract (web summary)

TRIM28 depletion in embryonic stem cells disconnects transcriptional condensates from super-enhancers, which is rescued by knockdown of endogenous retroviruses.

## Main

ERVs make up around 10% of mammalian genomes, and ERVs are repressed by multiple mechanisms including heterochromatin, DNA methylation and modification of their RNA transcripts^1–13^. One of the best-studied repressive pathways involves the TRIM28 heterochromatin corepressor that is recruited by KRAB-ZFP transcription factors to ERVs in pluripotent embryonic stem cells (ESCs), where it recruits the histone H3 K9 methyltransferase SETDB1 and the heterochromatin protein HP1α that together establish a repressive chromatin environment^7,9,14–17^. ERV derepression is associated with lethality at various embryonic stages and in ESCs deficient for the TRIM28-HP1α pathway^7–10^, although most ERVs in mice and humans have lost their ability to undergo retrotransposition^1–6^, and deletion of entire clusters of KRAB-ZFP factors does not lead to elevated transposition rates in mice^18^. These findings suggest that RNA transcripts produced by ERVs may contribute to developmental phenotypes associated with ERV derepression.

RNA has long been recognized as a component of phase-separated biomolecular condensates, including stress granules, splicing speckles and Cajal bodies^19^, and recent studies indicate that RNA may make important contributions to nuclear condensates formed by transcriptional regulatory proteins^20^. During transcription, nascent RNA is thought to promote formation of transcriptional condensates enriched in RNA polymerase II (RNAPII) and the Mediator coactivator through electrostatic interactions that contribute to phase separation^21^. ERV RNAs can be transcribed at hundreds, if not thousands, of genomic loci, and many nuclear noncoding RNAs localize to the loci where they are produced^22^. These data lead us to hypothesize that ERV RNA transcripts may impact the genomic distribution of transcriptional condensates in cells deficient for ERV repression.

Here, we test the model that ERV RNA transcripts contribute to lethality associated with ERV derepression through disrupting the genomic distribution of transcriptional condensates. We found that RNAPII-containing condensates, typically associating with SE-driven pluripotency genes, are hijacked by transcribed ERV loci upon acute perturbation of the machinery responsible for ERV repression in ESCs. Condensate association was dependent on ERV RNAs and was rescued by ERV RNA knockdown or forced expression of pluripotency transcription factors. The results highlight an important role of ERV RNA transcripts in nuclear condensates in pluripotent cells.

## Results

### Rapid and selective degradation of TRIM28 in mESCs

ERVs, including intracisternal A-type particles (IAPs), are bound by members of the TRIM28-HP1α pathway and marked by H3K9me3 in murine ESCs (mESCs)^7,9,14–17^ (Fig. 1a,b and Supplementary Fig. 1a–g). In contrast, heterochromatin components tend not to occupy enhancers bound by the pluripotency transcription factors (TFs) OCT4, SOX2 and NANOG that drive the cell-type-specific transcriptional program of mESCs^7,23,24^ (Fig. 1a,b and Supplementary Fig. 1h–j).

**Fig. 1:**
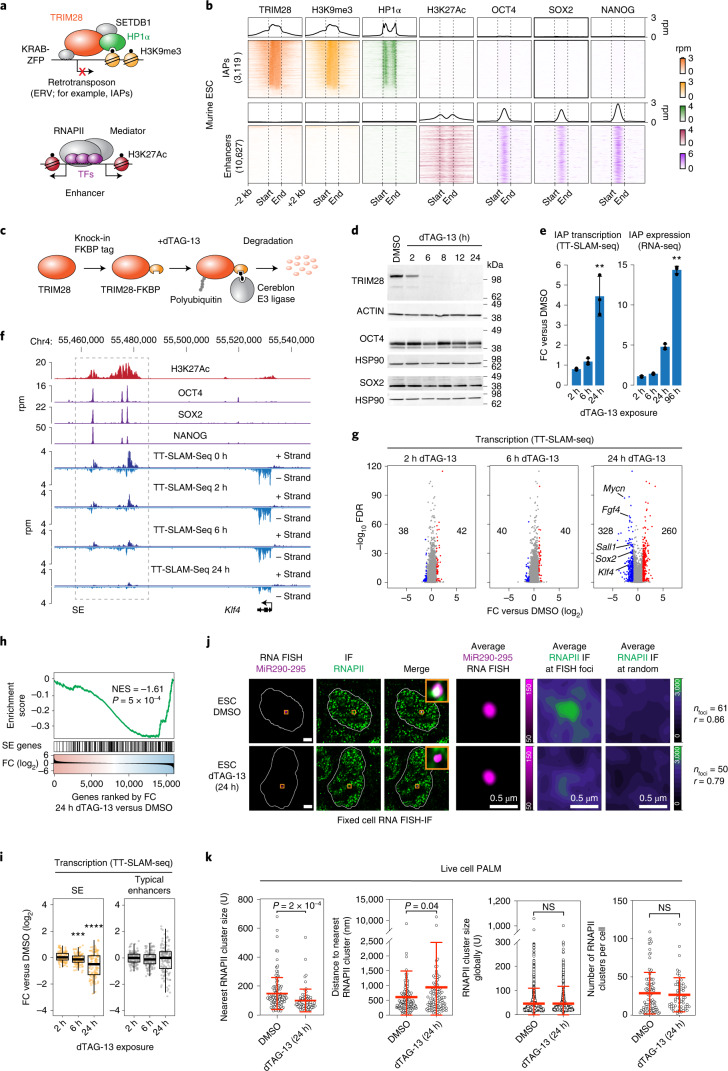
TRIM28 degradation leads to the reduction of SE transcription and loss of transcriptional condensates at SEs in mESCs. **a**, Models of the TRIM28/HP1α pathway and enhancers. **b**, Heatmap of ChIP–seq read densities within a 2-kb window around full-length IAP ERVs and enhancers in mESC. The genomic elements were length normalized. Enhancers include the constituent enhancers of SEs and typical enhancers. Rpm, reads per million. **c**, Scheme of the dTAG system to degrade TRIM28 in mESCs. **d**, Western blot validation of the FKBP degron tag and its ability to degrade TRIM28. **e**, FC in read density of TT-SLAM-seq and RNA-seq data after the indicated duration of dTAG-13 treatment, normalized to the level in the DMSO control. Data are presented as mean values ± s.d. from three biological replicates. *P* values are from unpaired two-sided *t*-tests. **P < 0.01. **f**, Genome browser tracks of ChIP–seq data (H3K27Ac, OCT4, SOX2, NANOG) in control mESCs and TT-SLAM-seq data upon 0 h, 2 h, 6 h and 24 h dTAG-13 treatment at the *Klf4* locus. Chr, chromosome. **g**, FC of gene transcription (TT-SLAM-seq data) upon dTAG-13 treatment. The number of significantly deregulated genes (DESeq2) and example pluripotency genes are highlighted. **h**, Gene set enrichment analysis: genes are ranked according to their FC in transcription (TT-SLAM-seq) after 24 h of dTAG-13 treatment. SE genes are marked with black ticks. *P* denotes a nominal *P* value. **i**, Log_2_ FC in TT-SLAM-seq read density at SEs and typical enhancers upon dTAG-13 treatment normalized to untreated control mESCs. *P* values are from two-sided Wilcoxon–Mann–Whitney tests. ****P = 5 × 10^−8^, ***P = 5 × 10^−4^. **j**, Representative images of individual z-slices (same z) of RNA-FISH and IF signal, and an image of the merged channels. The nuclear periphery determined by DAPI staining is highlighted as a white contour (scale bars, 2.5 μm). Also shown are averaged signals of either RNA-FISH or RNAPII IF centered on the FISH foci or randomly selected nuclear positions (scale bars, 0.5 μm). *r* denotes a Spearman’s correlation coefficient. **k**, Live-cell PALM imaging of Dendra2-RNAPII and nascent RNA transcripts of *Sox2*-MS2 in mESCs after 24 h dTAG-13 treatment. Left, size of the nearest RNAPII cluster around *Sox2*; middle left, distance between the *Sox2* locus and the nearest RNAPII cluster; middle right, average RNAPII cluster size globally; right, number of RNAPII clusters per cell. Data are presented as mean values ± s.d. *P* values are from Wilcoxon–Mann–Whitney tests. Source data

Resolving the direct consequences of ERV derepression has been impeded, in part, by limitations of classic gene disruption strategies and the essential nature of the TRIM28-HP1α pathway in mESCs^7–10^. To overcome these challenges, we generated an mESC line that encodes degradation-sensitive TRIM28-FKBP alleles using the dTAG system (Fig. 1c and Supplementary Fig. 2a,b)^25^. Directed differentiation and tetraploid aggregation assays confirmed that TRIM28-FKBP mESCs maintained pluripotency and a gene expression profile similar to parental V6.5 mESCs (Supplementary Fig. 2d–n). 

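Messenger RNA was sequenced from 3 samples each of parental V6.5 mESCs (the untagged line, whose labels mention growth on feeder fibroblasts), of TRIM28-FKBP mESCs treated with DMSO, and of neural progenitor cells (NPCs) treated with DMSO. DMSO is the vehicle in which dTAG-13 is given. The authors deposited 1 gene table per library, written by StringTie, with TPM values (transcript abundance scaled by length and depth), a unit that sums to the same total in every library. These tables hold no read numbers, so a depth index was taken from the ratio of read coverage to FPKM (reads scaled by length and depth). The index was a high percentile of this ratio over strongly expressed genes, relative to the median RNA-seq library. It ran from 0.936 to 1.25 in the tagged line, from 0.928 to 1.73 in the parental line and from 1.05 to 1.39 in NPCs. Genes with at least 1 TPM in at least 3 of the 9 libraries were compared on log2(TPM + 0.5) with limma's moderated test, with the 3 groups in a single fit and Benjamini-Hochberg adjustment. A gene was counted as changed when its adjusted p was below 0.05 and its mean differed by more than 2-fold. Across the 17458 genes tested, the group means of the tagged and parental lines had a Pearson's r of 0.964 and a Spearman's rho of 0.962. The tagged line and NPCs had an r of 0.728 and a rho of 0.744. Both correlations are across genes, which are not independent replicates, and the lowest r between a pair of libraries of the same group was 0.994. Between the parental and the tagged line 1991 genes changed, of which 393 were higher and 1598 lower in the parental line. Between NPCs and the tagged line 8130 genes changed, of which 4522 were higher and 3608 lower in NPCs. The median gene was 0.15 higher (log2) in NPCs, and centring every library on its median moved the split to 624 higher and 1161 lower for the parental line and to 3302 higher and 4910 lower for NPCs. The setting that moved the parental count most, a filter for a mean of at least 5 TPM, gave 216 higher and 728 lower genes. No overlap between the 3 libraries of one group and those of the other was seen for 70.7% of genes (parental) and 88.6% (NPCs), where chance gives 10%. Trim28 (ENSMUSG00000005566, chromosome 7 of GRCm38, 12999114 to 13031035) had 1398 ± 17.6 TPM (SD, n = 3) in the parental and 624 ± 2.28 TPM in the tagged line, a log2 difference of 1.16 (limma adjusted p = 5.64e-10). Of a list of 20 pluripotency genes, 18 were higher in the parental line, by 1.23 on average relative to the other genes (log2, camera adjusted p = 1.32e-09). Adjusted over the list alone, 17 of them were higher and 2 lower in the parental line, the same numbers as over all genes tested. Klf4 was higher by 2.88 (log2), Nanog by 0.98 and Pou5f1, which encodes OCT4, by 0.32. The largest differences between the lines included the imprinted genes Mest, with 64.3 TPM in the parental and 0.442 TPM in the tagged line, and Igf2, with 2.05 TPM and 124 TPM. In NPCs, Pou5f1 was listed at 0 TPM in all libraries and the neural gene Fabp7 reached 2623 TPM.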

Endogenously tagged TRIM28 experienced reversible, ligand-dependent proteolysis with near-complete degradation after 6 h of exposure to the dTAG-13 ligand (Fig. 1d and Supplementary Fig. 2b). Quantitative mass spectrometry confirmed that TRIM28 degradation was highly selective up to 24 h of dTAG-13 treatment (Supplementary Fig. 2c). Short-term (up to 24 h) TRIM28 degradation did not substantially alter the protein levels of pluripotency markers (for example, OCT4, SOX2, SSEA-1) (Fig. 1d and Supplementary Fig. 2j-l), suggesting that acute TRIM28 degradation did not markedly alter the pluripotent state.

### Reduced SE transcription in TRIM28-degraded mESCs

To monitor changes in transcriptional activity upon acute TRIM28 degradation, we used TT-SLAM-seq, a recently developed genome-wide nascent transcription readout^26^. 

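TT-SLAM-seq libraries were made from 3 samples of TRIM28-FKBP mESCs treated with DMSO and 3 each treated with 500 nM dTAG-13 for 2 h, 6 h and 24 h. In this assay, cells take up the nucleoside 4-thiouridine (4sU) for a short time, the labelled RNA is enriched, and a chemical conversion makes each incorporated 4sU read as C in place of T. The authors removed reads on ribosomal RNA, mapped the rest with SLAM-DUNK, kept reads with T-to-C conversions and counted them per gene by strand. The deposited values are FPKM, which scale the reads of a gene to its length and to the depth of the library, and the authors name no spike-in. Because each FPKM of a gene is a whole number of reads times a step that its length and library fix, the read number behind it can be worked out, and from 97.9% to 98.7% of low values were whole numbers of reads. The number of reads to which each library was scaled was 7290996, 12596658 and 11399767 in DMSO, 16290746, 14195277 and 14092705 at 2 h, 16196957, 18262665 and 16585030 at 6 h, and 24254550, 20518363 and 6479677 at 24 h. Of the reads worked out for genes, which are fewer than these totals, 1 long noncoding gene that overlaps ribosomal RNA sequence, Gm26917, took a large share. It took from 33.3% to 38.1% in DMSO and from 17.4% to 21.0% at 24 h. FPKM values were compared on the log2 scale after adding 0.5, for the 13357 genes with at least 0.5 FPKM in at least 3 of the 12 libraries, with the 4 groups in a single fit. Trim28, whose protein is the one degraded, had 1.87 ± 0.123 FPKM (SD, n = 3) in DMSO and 1.35 ± 0.0154 FPKM at 24 h, a log2 change of -0.36 (limma adjusted p = 0.00256).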

TT-SLAM-seq combines metabolic labeling and chemical nucleoside conversion (SLAM-seq)^27^ with selective enrichment of newly synthesized RNA (TT-seq)^28^ to detect nascent RNA transcription with high temporal resolution and sensitivity (Supplementary Fig. 3a–c). 

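Chromatin immunoprecipitation (ChIP-seq) for H3K9me3, a histone mark of repressed chromatin, was done on 3 samples of TRIM28-FKBP mESCs treated with DMSO and 3 treated with dTAG-13 for 24 h. The same was done for H3K27Ac, and with a pair of samples per group for RNAPII and for the Mediator subunit MED23. The authors called peaks in each library separately, and each peak is listed with its fold enrichment over the peak caller's background and with -log10 p and q. The deposited H3K9me3 peaks numbered 118318, 126470 and 104579 in DMSO and 11474, 105690 and 147611 after dTAG-13. The 10000 peaks with the highest fold enrichment were therefore used from every library, so that the number of peaks does not differ between groups. Their width was not matched. The H3K9me3 peaks used covered 22.9, 36.6 and 28.6 Mb in DMSO and 4.89, 12.6 and 16.1 Mb after dTAG-13, so an overlap was easier to reach in DMSO. An element was counted as overlapped when at least 1 bp lay in such a peak. The elements are full-length ERVs from the study's own lists, of which 780 are MMERVKs (349 MMERVK10C, 196 MMERVK9C, 175 MMERVK9E and 60 MMERVK10D3) and 445 are MMETns. The list of IAPs at hand holds 1997 of them and ends early, so IAPs were not tested as a group here, and ERV transcripts were not analysed here. H3K9me3 peaks overlapped 39.5% ± 2.96 of MMERVKs (SD, n = 3) in DMSO and 13.6% ± 2.79 after dTAG-13. Per library, 295, 335 and 295 MMERVKs were overlapped in DMSO and 90, 131 and 98 after dTAG-13. Among MMETns, 49.4% ± 3.44 were overlapped in DMSO and 13.1% ± 4.29 after dTAG-13. These are differences of -25.9 and -36.3 percentage points, each with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. Elements placed at random on their chromosomes were overlapped in 1.71% to 2.81% of cases in DMSO and in 0.888% to 1.74% after dTAG-13. With a peak midpoint within 1 kb in place of an overlap, the differences were -23.0 percentage points at MMERVKs and -27.5 at MMETns. The setting that moved the MMERVK difference most was the use of all deposited peaks, with -44.1 percentage points.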

Consistent with previous reports^7,29^, we observed derepression of several main classes of ERVs, including IAPs, MMERVK10C and MMERVK9C elements in TRIM28-degraded ESCs (Fig. 1e and Supplementary Fig. 4a–f) and loss of H3K9me3 at these sites (Supplementary Fig. 4g). 

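RNA-seq of the same line covered 3 samples in DMSO and 3 each after 2 h, 6 h, 24 h and 96 h of dTAG-13. Library depth, relative to the median library, ran from 0.328 (replicate 1 at 24 h) to 1.38 (replicate 3 at 24 h) across the 15 libraries, which were fitted together. ERV reads were not analysed here, and the values are those of annotated genes. Of the 17922 genes with at least 1 TPM in at least 3 libraries, 67 changed at 2 h (45 higher, 22 lower) and 173 at 6 h (139 higher, 34 lower). At 24 h, 2179 genes changed (1819 higher, 360 lower), and 2113 without the library of lowest depth. At 96 h, 5862 genes changed (3634 higher, 2228 lower). The median gene had risen by 0.13 (log2) at 24 h. When every library was centred on its median, the split was 92 higher and 44 lower at 6 h, 886 higher and 919 lower at 24 h, and 2713 higher and 3364 lower at 96 h. Libraries of the compared groups did not overlap for 35.9% of genes at 2 h, 45.1% at 6 h, 70.1% at 24 h and 83.1% at 96 h, where 10% come by chance. The Trim28 transcript had 599 TPM at 2 h, 372 ± 9.18 TPM (SD, n = 3) at 24 h and 192 ± 10.2 TPM at 96 h, a log2 change of -1.70 (limma adjusted p = 7.36e-13) at the last time point. At 2 h the gene with the largest fall was Chac1 (chromosome 2, 119351229 to 119354381), from 27.6 ± 3.79 TPM to 1.57 ± 0.204 TPM. Among the largest changes at 24 h, Alox15 rose by 4.16 (log2), from 3.20 TPM to 65.7 TPM, and Foxd3 fell by 3.40, from 27.7 TPM to 2.19 TPM. At 96 h, Vnn1 rose from 0.486 TPM to 140 TPM and Robo2 from 0.234 TPM to 39.3 TPM.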

Derepression of ERVs was also confirmed with extended TRIM28 degradation for 96 h and RNA-seq (Fig. 1e and Supplementary Fig. 4a–e). 

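In the TT-SLAM-seq libraries, 333 of the 13357 genes tested were higher and 121 were lower after 24 h of dTAG-13 than in DMSO. At 2 h the numbers were 17 higher and 13 lower, and at 6 h they were 50 higher and 26 lower. Among the genes changed at 24 h, the 3 treated libraries lay entirely above or below the 3 DMSO libraries for 324 of the higher and 115 of the lower genes. Over all genes tested the same was true of 25.4% at 2 h, 31.5% at 6 h and 49.6% at 24 h. The median gene was 0.21 higher (log2) at 24 h under the authors' scaling. Centring each library on its median gave 141 higher and 241 lower genes at 24 h, and 37 higher and 31 lower at 6 h. Of the alternatives set in advance, a pseudocount of 0.1 raised the 24 h count of higher genes most, to 899, with 203 lower genes. Centring raised that of lower genes most, to the 241 given above. The filter that keeps genes with a mean of at least 5 FPKM lowered both counts most, to 24 higher and 36 lower. A test on the recovered read numbers (limma's voom with median-ratio size factors), chosen after seeing the data, gave 1206 higher and 1238 lower. Of the 454 changed genes, 141 are at most 200 bp long, and 113 of those had a mean of fewer than 10 reads. Protein-coding genes made up 119 of the higher and 27 of the lower genes. The largest rise was that of the microRNA gene Mir3474, listed at 0 FPKM in DMSO and at 7.89 FPKM, or 4.33 reads on average, at 24 h. Among the largest falls, the pseudogene Gm10704 went from 13.6 FPKM (94.3 reads) to 0.917 FPKM (9.33 reads).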

The TT-SLAM-seq data revealed around 250 genes whose transcription was significantly induced and around 300 genes whose transcription was significantly reduced upon 24 h of TRIM28 degradation (greater than twofold, false discovery rate (FDR) < 0.05) (Fig. 1f,g). The downregulated genes were enriched for SE-associated pluripotency genes (NES = −1.6, *P* < 10^−3^) (Fig. 1h). Downregulation of these genes was associated with the reduction of nascent transcription at the SEs (Fig. 1i and Extended Data Fig. 1a–d), which tended to precede the reduction of transcription at the SE-driven gene (Fig. 1f and Extended Data Fig. 1a–c). These results were unexpected, as TRIM28 binds to ERVs in mESCs and is not bound at enhancers or SEs (Fig. 1b and Supplementary Fig. 1i,j). These data reveal the direct transcriptional response to the loss of TRIM28 and suggest that acute TRIM28 degradation leads to reduction of SE transcription in ESCs.

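The 231 SEs listed by the study (lifted to mm10, median length 8667 bp) were each assigned to the nearest active gene, taken as one with a mean above 1 FPKM in the RNA-seq of the DMSO samples. Of 13177 active genes, 213 were nearest to an SE, at a median distance of 18.1 kb, and 185 of these were among the genes tested in TT-SLAM-seq. In a gene set enrichment test on genes ranked by log2 fold change at 24 h (fgsea, 10000 permutations), they had a normalized enrichment score (NES) of -1.35 (nominal permutation p = 0.00939). Such a p counts only the permutations whose score has the sign of the list, so it rests on fewer than 10000 and is coarse. It does not rank one list against another. With every active gene that starts within 50 kb of an SE (299 tested), the NES was -1.79 (nominal permutation p = 0.0204). For the nearest genes it changed direction without DMSO replicate 1 (0.823, nominal permutation p = 0.855) and with no filter on low values (0.815, 0.908), ran from -1.49 to -1.11 in the other fits that left out 1 library (nominal permutation p above 0.05 without DMSO replicate 2, 0.0621, and without dTAG-13 24 h replicate 3, 0.178), and was -1.66 when libraries were centred (0.000139). The mean log2 fold change of the 185 genes was 0.11 below that of the other genes, a value of -0.11 (camera, adjusted p = 0.363). Their median log2 fold change was 0.17, and 118 of them had a value above 0, the median of all genes being above 0 as well. Past the 2-fold limit, 7 were lower and 3 were higher. Adjusted over the list alone, 77 of them were higher and 35 lower, whatever the size of the change, against 71 and 35 over all genes tested. The 20 pluripotency genes, 15 of which are also in the SE list, fell more clearly: 5 of the 19 tested had a value above 0, and their mean was -0.55 relative to the other genes (adjusted p = 9.59e-07). Of these, 8 were lower both adjusted over the list alone and over all genes tested, and 3 passed the 2-fold limit, Mycn, Fgf4 and Klf4. The adjusted p of the mean of the pluripotency genes was 0.327 with camera's estimated correlation and 0.0101 with fry. With only genes of a mean of at least 5 FPKM, that mean was -0.13 (camera adjusted p = 0.352). Of all 82 pairs of a list and a comparison tested with camera's preset correlation of 0.01, 41 had an adjusted p below 0.05, and of these 40 also had one with fry, 16 with an estimated correlation and 15 with both. Mycn (chromosome 12, 12936093 to 12941914) went from 23.6 ± 5.30 FPKM (SD, n = 3) in DMSO to 4.87 ± 0.494 FPKM at 24 h, a log2 change of -2.14 (standard error 0.168, limma adjusted p = 3.48e-05). Fgf4 (chromosome 7, 144847367 to 144865243) went from 4.07 ± 0.525 to 1.64 ± 0.0509 FPKM, a log2 change of -1.09 (limma adjusted p = 9.94e-05). Klf4 (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466, with its SE at 55456388 to 55478209) went from 2.70 ± 0.925 to 1.03 ± 0.139 FPKM, a log2 change of -1.02 (limma adjusted p = 0.0047). Klf4 was below the 2-fold limit in 4 of the 6 fits that left out 1 library (log2 from -0.99 to -0.87 there) and with a pseudocount of 1 (-0.83), as was Fgf4 with that pseudocount (-0.94). Sox2 had a log2 change of -0.96 (limma adjusted p = 0.00204), from 20.5 ± 3.66 to 10.2 ± 1.34 FPKM, and passed the limit when libraries were centred (-1.20), without DMSO replicate 3 (-1.11) and without dTAG-13 24 h replicate 3 (-1.06). Sall1 fell by 0.58 (limma adjusted p = 0.000243), from 2.80 ± 0.0466 to 1.70 ± 0.105 FPKM, and the 83 bp microRNA gene Mir290a of the miR290-295 locus by 1.24, from 171 ± 46.7 to 70.6 ± 8.05 FPKM. For Pou5f1 and Nanog, changes of -0.12 (limma adjusted p = 0.518) and 0.51 (0.126) were not larger than the spread between replicates.

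**Figure D1:**
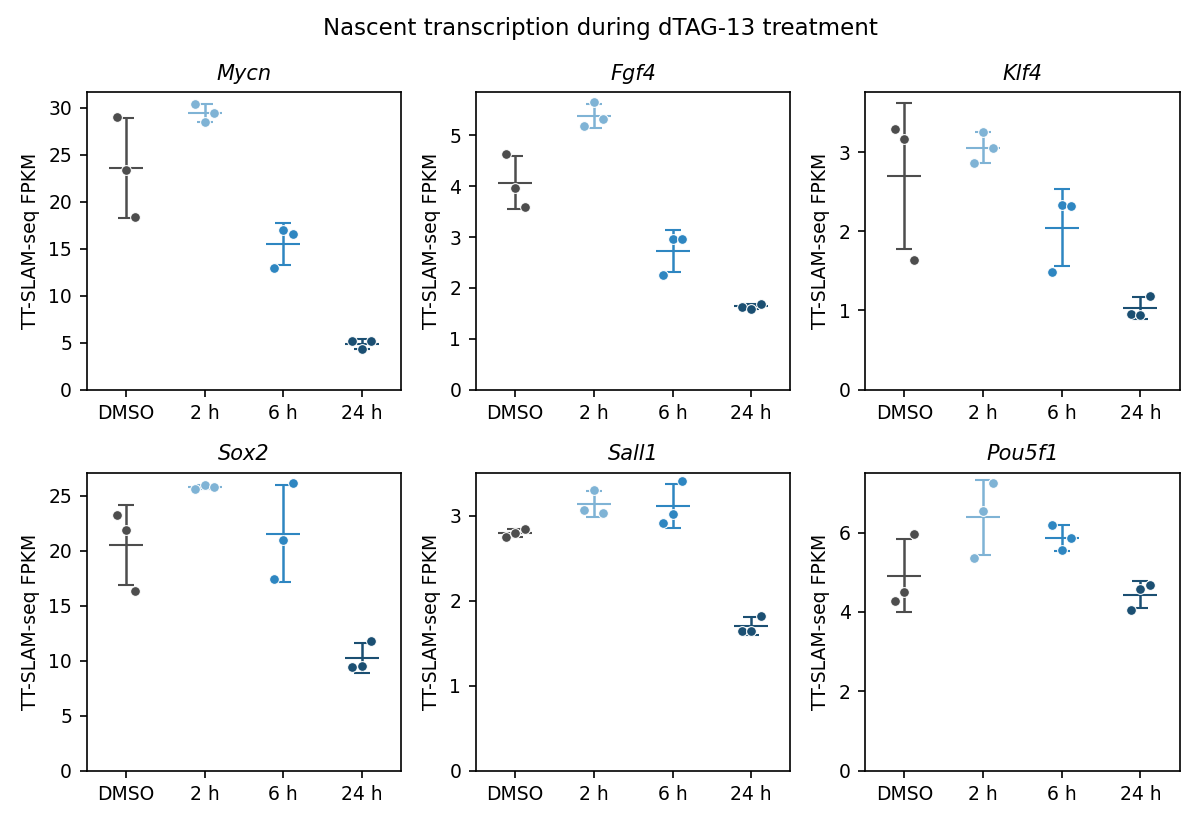
TT-SLAM-seq signal in FPKM (vertical axes, from 0) of Mycn, Fgf4, Klf4, Sox2, Sall1 and Pou5f1 in DMSO and after 2 h, 6 h and 24 h of dTAG-13; points are replicates, horizontal marks their means and error bars the SD (n = 3). At 24 h the mean of Mycn is 4.87 FPKM against 23.6 FPKM in DMSO, and that of Pou5f1 is 4.44 FPKM against 4.92 FPKM.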

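At the earlier time points of TT-SLAM-seq, genes nearest to an SE stood above the other genes, by 0.21 (log2) on average at 2 h (131 of 185 above 0, camera adjusted p = 8.84e-12) and by 0.12 at 6 h (144 of 185, adjusted p = 4.91e-06). With an estimated correlation between genes, the adjusted p at 2 h was 0.327, and with fry it was 0.0188. The pluripotency genes were higher by 0.35 at 2 h (18 of 19, adjusted p = 3.04e-07) and did not differ from the other genes at 6 h (-0.02, adjusted p = 0.841). At 6 h, Fgf4 had fallen to 2.73 FPKM, a log2 change of -0.50 (limma adjusted p = 0.0244), and Mycn to 15.5 FPKM (-0.58, limma adjusted p = 0.0602). Klf4 had a log2 change of -0.30 at that time (limma adjusted p = 0.415) and Sox2 of 0.06 (0.855), so neither was detectably lower at 6 h. None of Klf4, Fgf4, Sox2, Mycn, Sall1, Nanog and Pou5f1 was lower at 2 h, where their log2 changes ran from 0.14 (Sall1) to 0.69 (Nanog). Transcription of the SEs themselves was not analysed here. In RNA-seq, the mean of the genes nearest to an SE fell relative to the other genes at every time point. It was -0.06 at 2 h (camera adjusted p = 0.0199), -0.13 at 6 h (0.000121), -0.33 at 24 h (0.000173) and -0.86 at 96 h (5.43e-05). These adjusted p ran from 0.17 to 0.319 with an estimated correlation between genes, and from 8.3e-12 to 0.00512 with fry. For the pluripotency genes the values were -0.09 at 2 h (adjusted p = 0.0627), -0.40 at 6 h (0 of 20 above 0, 3.0e-09), -0.98 at 24 h (2 of 20, 6.31e-08) and -3.04 at 96 h (1 of 20, 1.17e-09). Klf4 mRNA fell from 44.1 TPM to 11.6 TPM at 24 h, and Nanog mRNA rose from 136 TPM to 199 TPM, a log2 change of 0.54 (limma adjusted p = 3.56e-06). The paper sets the lower signal at SEs and their genes beside the absence of TRIM28 from these regions, and proposes that acute TRIM28 degradation reduces SE transcription.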

### Reduced SE-condensate association in TRIM28-degraded mESCs

Components of the transcription machinery, for example, RNAPII and the Mediator coactivator, form biomolecular condensates that associate with SEs in ESCs^30–33^, and the presence of RNAPII condensates at genomic sites correlates with elevated transcriptional activity^32^. We thus hypothesized that reduction of SE transcription in TRIM28-degraded ESCs may be caused by reduced association of transcriptional condensates with SE loci. To test this idea, we visualized the genomic region containing the well-studied SE at the *miR290-295* locus using nascent RNA-fluorescence in situ hybridization (FISH) and transcriptional condensates using immunofluorescence (IF) against RNAPII^31^. RNAPII puncta consistently colocalized with the *miR290-295* locus in control ESCs, and the colocalization was reduced after 24 h of TRIM28 degradation (Fig. 1j and Extended Data Fig. 2a), while the overall level of RNAPII did not change (Extended Data Fig. 2b,c). Similar results were observed at the *Fgf4* SE locus (Extended Data Fig. 2d,e). These data indicate that transcriptional condensates associate less with SE loci in TRIM28-degraded ESCs.

To further probe colocalization between RNAPII condensates and SEs, we used live-cell super-resolution photoactivated localization microscopy (PALM)^32^. We used an mESC line that encodes 24 copies of an MS2 stem-loop integrated into the SE-driven *Sox2* gene, a transgene encoding the MCP MS2-binding protein with a SNAP tag (MCP-SNAP) and Rpb1 RNAPII subunit endogenously tagged with the Dendra2 photoconvertible fluorophore. We integrated the degradation-sensitive FKBP tag into the *Trim28* locus in these cells, enabling acute TRIM28 degradation (Extended Data Fig. 2f). In this system, the MCP-SNAP protein can be used to visualize nascent RNA produced by the *Sox2* gene, and the Dendra2 tag can be used to track RNAPII clusters^32^. We then visualized RNAPII clusters for 2 min in live mESCs using PALM and measured the size and distance of the RNAPII cluster nearest to the *Sox2* locus. We found that 24 h dTAG treatment led to a significant reduction in the size of the RNAPII cluster nearest to the *Sox2* locus (*P* = 2 × 10^−4^, Wilcoxon–Mann–Whitney test) (Fig. 1k) and an increase in the distance between the locus and the nearest RNAPII cluster (*P* = 0.04, Wilcoxon–Mann–Whitney test) (Fig. 1k), while the global size of RNAPII clusters in the cells and the average number of RNAPII clusters per cell did not change (Fig. 1k). These data indicate reduced association of RNAPII condensates at the *Sox2* SE locus upon acute TRIM28 degradation in live cells.

### Derepressed IAP RNA foci overlap RNAPII condensates

To investigate whether transcriptional condensates colocalize with derepressed ERVs, we visualized IAP ERV loci with RNA-FISH. Nuclear *IAP* foci became progressively apparent after 24–48 h of TRIM28 degradation (Fig. 2a and Extended Data Fig. 3a), and some nuclear *IAP* foci colocalized with RNAPII puncta visualized with IF (mean Manders’ overlap coefficient (*M*_OC_), 0.193; *n* = 24 cells) (Fig. 2a and Extended Data Fig. 3a). Colocalization of *IAP* foci was similarly observed with Mediator puncta visualized with IF using antibodies against the MED1 (*M*_OC_, 0.135; *n* = 24 cells) (Fig. 2b) and MED23 Mediator subunits (Extended Data Fig. 3b). Overall, ~20% of *IAP* foci were located within 200 nm of an RNAPII or MED1 puncta, a distance range compatible with regulatory interactions^32^ (Fig. 2c). 

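Peaks of RNAPII, MED23 and H3K27Ac were compared at ERVs and SEs between DMSO and 24 h of dTAG-13. The deposited peaks numbered 19853 and 19194 for RNAPII in DMSO and 8182 and 7689 after dTAG-13, and 63045 and 58925 for MED23 in DMSO and 15335 and 14551 after dTAG-13. For H3K27Ac they numbered 88050, 117475 and 96407 in DMSO and 30259, 117348 and 45662 after dTAG-13. At ERVs the 5000 strongest peaks of each RNAPII and MED23 library were used, and at SEs the 1000 strongest of every library. The lowest fold enrichment among the 5000 MED23 peaks was 15.0 and 14.6 in DMSO and 6.30 and 6.39 after dTAG-13. For RNAPII it was 8.75 and 8.48 in DMSO and 4.75 and 4.61 after dTAG-13. A peak of unchanged enrichment could therefore be counted only after dTAG-13, so a higher RNAPII or MED23 share at ERVs need not mean a gain there. MED23 peaks overlapped 2.18% and 2.44% of MMERVKs in DMSO and 14.0% and 12.6% after dTAG-13, and 9.66% and 8.76% of MMETns in DMSO and 33.0% and 30.3% after dTAG-13. RNAPII peaks overlapped 0.513% and 0.385% of MMERVKs in DMSO, under the 0.942% and 0.936% of randomly placed elements, and 1.79% and 1.92% after dTAG-13. At MMETns the RNAPII shares were 6.74% and 6.07% in DMSO and 6.74% and 7.42% after dTAG-13, a difference no larger than that between replicates (exact permutation p = 0.667). H3K27Ac peaks overlapped 3.38% ± 0.450 of MMERVKs (SD, n = 3) in DMSO and 14.2% ± 5.40 after dTAG-13, and 21.0% ± 2.09 and 56.0% ± 10.3 of MMETns. At SEs, MED23 peaks overlapped 38.5% and 38.1% in DMSO and 18.6% and 19.9% after dTAG-13. RNAPII peaks overlapped 9.96% and 8.66% of SEs in DMSO and 7.79% and 8.23% after dTAG-13. For H3K27Ac at SEs the shares were 8.66% ± 1.15 and 8.51% ± 3.31, with p = 1 in the exact permutation test, and with all deposited peaks they were 96.8% ± 1.64 and 84.7% ± 8.60, a difference of -12.1 percentage points with p = 0.1, the smallest possible. The RNAPII and MED23 comparisons other than RNAPII at MMETns had an exact permutation p of 0.333, the smallest that a pair of libraries against a pair allows, and those of H3K27Ac at ERVs had 0.1. For RNAPII at MMETns the difference was 1.12 percentage points with 0.5 of the number of peaks, 1.80 with peaks ranked by -log10 p and 1.46 with a peak midpoint within 1 kb, each with an exact permutation p of 0.333. With all deposited peaks in place of equal numbers, the difference at ERVs changed sign for RNAPII at MMETns (-7.30 percentage points) and for MED23 at MMERVKs (-0.0641), while that of MED23 at MMETns was 2.58 (53.0% in DMSO and 55.6% after dTAG-13) and that of RNAPII at MMERVKs 0.256. The RNAPII difference at SEs was -1.30 percentage points, and it was 0.433 when the midpoint of a peak had to lie within 1 kb of the SE and -39.4 with all deposited peaks. RNAPII libraries had been made with a reference genome from another species, and the peaks used here carry no scaling by it.

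**Figure D2:**
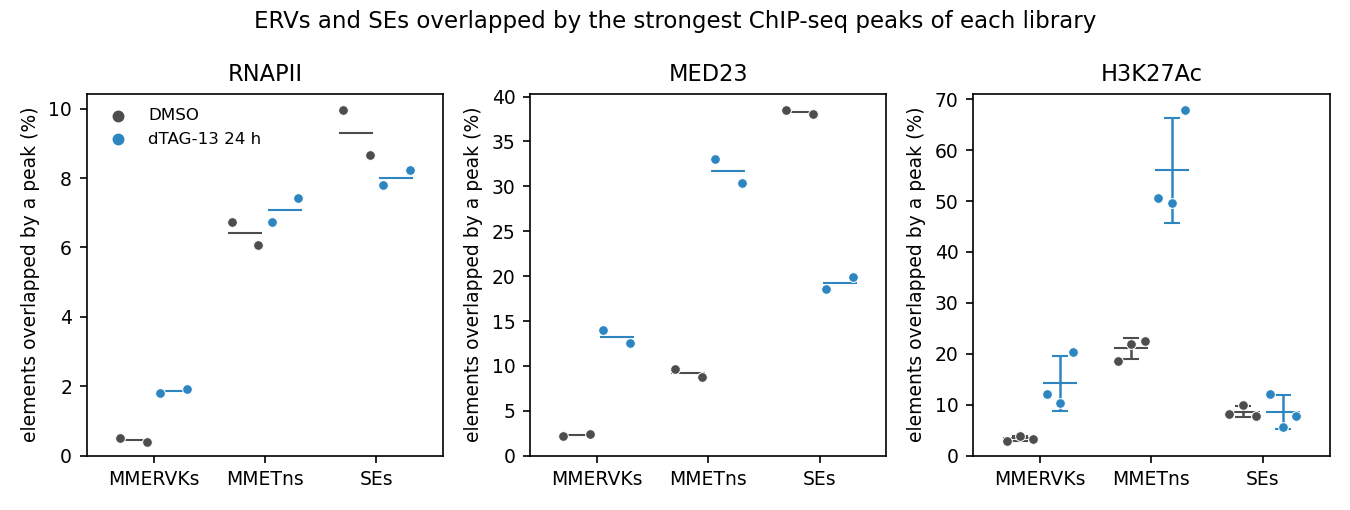
Share of MMERVKs, MMETns and SEs (percent, vertical axes) overlapped by one of the strongest peaks of each RNAPII, MED23 or H3K27Ac library, in DMSO (dark grey) and after 24 h of dTAG-13 (blue); points are libraries, lines their means and error bars the SD of the 3 H3K27Ac libraries. MED23 at SEs lies at 38.5% and 38.1% in DMSO and at 18.6% and 19.9% after dTAG-13.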

Consistent with the colocalization of transcriptional condensates with *IAP* foci and their reduced colocalization with SEs, the occupancy of RNAPII, Mediator and the transcription-associated H3K27Ac chromatin mark increased at various ERV families already after 24 h of TRIM28 degradation, while their enrichment was reduced at SEs (Fig. 2d and Supplementary Fig. 5a,b).

**Fig. 2:**
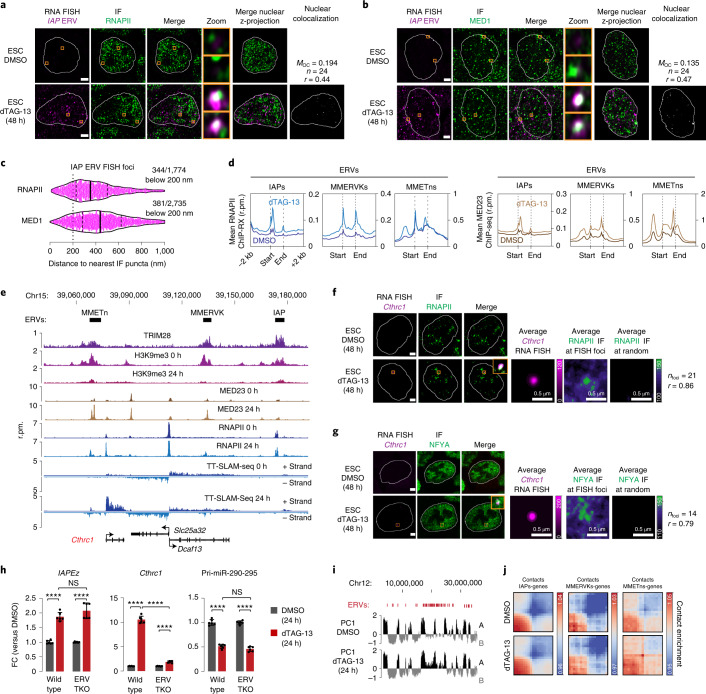
Derepressed IAPs form nuclear foci that associate with RNAPII condensates and incorporate nearby genes. **a**, Representative images of individual z-slices (same z) of RNA-FISH and RNAPII IF signal, and an image of the merged channels. The nuclear periphery determined by DAPI staining is highlighted as a white contour. The zoom column displays the region of the images highlighted in a yellow box (enlarged for greater detail). Merge of the nuclear z-projections is displayed, and overlapping pixels between the RNA-FISH and IF channels are highlighted in white. Displayed *M*_OC_ and Pearson’s correlation coefficient (*r*) values are an average obtained from 24 analyzed nuclei. Scale bars, 2.5 μm. **b,** Same as **a**, except with MED1 IF. **c**, Distance of *IAP* RNA-FISH foci to the nearest RNAPII or MED1 IF puncta. Each dot represents one *IAP* RNA-FISH focus. **d**, Meta representations of RNAPII ChIP with reference exogenous genome (ChIP-RX) (left) and MED23 ChIP–seq (right) read densities at IAP, MMERVK and MMETn ERVs in control (DMSO-) and dTAG-13 (24 h)-treated mESCs. The mean read densities are displayed ±2 kb around the indicated elements. The genomic elements were length normalized. **e**, Genome browser tracks at the *Cthrc1* locus. Note the independent transcription initiation events at *Cthrc1* and MMETn, ruling out that the MMETn acts as an alternative *Cthrc1* promoter. Rpm, reads per million. **f**, Representative images of individual z-slices (same z) of RNA-FISH and IF signal, and an image of the merged channels. The nuclear periphery determined by DAPI staining is highlighted as a white contour (scale bars, 2.5 μm). Also shown are averaged signals of either RNA-FISH or IF centered on the *Cthrc1* FISH foci or randomly selected nuclear positions (scale bars, 0.5 μm). *r* denotes a Spearman’s correlation coefficient. **g,** Same as **f**, except with NFYA IF. **h**, qRT–PCR data for *IAP* RNA, *Cthrc1* mRNA and the *Pri-miR-290-295* transcript in control and ERV-triple knockout (TKO) cells. Data are presented as mean values ± s.d. from six biological replicates. *P* values are from two-tailed *t*-tests. ****P < 1 × 10^−4^. **i**, Principal component (PC) plot of Hi-C interactions at an ERV-rich locus on chromosome 12. **j**, Pile-up analysis of contacts between IAPs, MMERVKs, MMETns and transcribed genes in wild-type and TRIM28-degraded mESCs.

As transcriptional condensates may associate with multiple distant DNA sites, we explored the possibility that condensates associating with ERVs incorporate ERV-proximal genes. To this end, we visualized the *Cthrc1* locus using nascent RNA-FISH, as *Cthrc1* was among the top upregulated genes in the TT-SLAM-seq data after 24 h of TRIM28 degradation and is located within 100 kb of three ERVs (Fig. 2e). 

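Cthrc1 (ENSMUSG00000054196) lies on chromosome 15 of GRCm38 from 39076932 to 39087121 on the plus strand. Its TT-SLAM-seq signal was 0.465 ± 0.0647 FPKM (SD, n = 3) in DMSO, 1.12 FPKM at 6 h and 6.75 ± 1.40 FPKM at 24 h, where a mean of 49.3 reads in DMSO had become 1092 reads. The log2 change was 0.02 at 2 h (limma adjusted p = 0.966), 0.74 at 6 h (0.0203) and 2.89 at 24 h (1.11e-05). The 6 h value was no longer past the adjusted p of 0.05 in 4 of the 6 fits that left out 1 library. In RNA-seq, Cthrc1 went from 16.5 ± 1.94 TPM to 29.5 TPM at 6 h and 241 ± 5.38 TPM at 24 h, a log2 change of 3.84 (limma adjusted p = 2.42e-12). In the study's lists, an MMETn-int element lies at 39068354 to 39074076, 2856 bp upstream of the Cthrc1 start. A MMERVK9C element is listed in a pair of parts, at 39132086 to 39132749 and 39132767 to 39136730, the nearer one 55154 bp away, and an IAPEz element at 39173041 to 39178257, 96109 bp away. All 4 listed intervals carried an H3K9me3 peak in 3 of 3 DMSO libraries. After 24 h of dTAG-13 both MMERVK9C parts carried one in 0 of 3 libraries, and the MMETn and the IAPEz in 2 of 3. H3K27Ac peaks lay on all 4 intervals in 3 of 3 libraries after dTAG-13, and in 1 to 3 of 3 in DMSO. MED23 peaks lay on the MMETn and the longer MMERVK9C part in 2 of 2 libraries of both groups. The IAPEz had one in 2 of 2 DMSO and 0 of 2 dTAG-13 libraries, and the shorter MMERVK9C part in 0 and 1. RNAPII peaks lay on the IAPEz only, in 2 of 2 libraries of both groups. Any deposited peak counted here, and the number of deposited peaks differed between libraries. Other genes of the region rose less in TT-SLAM-seq at 24 h. Fzd6 (39006034 to 39038188) went from 0.658 ± 0.0337 to 1.42 ± 0.0895 FPKM, a log2 change of 0.73 (limma adjusted p = 8.62e-05), and Rims2 from 0.255 ± 0.0368 to 0.551 ± 0.105 FPKM (0.47, limma adjusted p = 0.00452). For Slc25a32 the log2 change was 0.40 (limma adjusted p = 0.0484, lost in 5 of the 6 fits that left out 1 library). For Dcaf13 it was 0.22 (0.149). After centring, Fzd6 had 0.49 (limma adjusted p = 0.000204), Rims2 0.23 (0.0705), Slc25a32 0.15 (0.36) and Dcaf13 -0.02. In RNA-seq at 24 h, Fzd6 changed by 1.42 (log2), Rims2 by 0.76 and Slc25a32 by -0.10. Dcaf13 changed by -0.28 there (limma adjusted p = 6.42e-05).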

We found that the *Cthrc1* locus colocalized with RNAPII puncta in TRIM28-degraded ESCs (Fig. 2f and Extended Data Fig. 4a). The locus also colocalized with puncta formed by the NFY TF, whose motif is highly enriched in the long terminal repeat (LTR) of IAPs and other ERVs (Fig. 2g and Extended Data Fig. 4b,c), but not with puncta of a control TF NRF1 (Extended Data Fig. 4d). Transient (30 min) treatment of the cells with 1.5% 1,6 hexanediol (1-6 HD)—a short chain aliphatic alcohol that dissolves various biomolecular condensates including RNAPII condensates^32^ (Extended Data Fig. 3c,d)— reduced the level of *Cthrc1* nascent RNA (twofold, *P* < 0.05, *t*-test) in TRIM28-degraded cells, indicating that RNAPII condensates contribute to the upregulation of this gene (Extended Data Fig. 3e). We then used CRISPR–Cas9 to delete the three ERVs at the *Cthrc1* locus and found that, in the absence of the three ERVs, induction of *Cthrc1* and other genes in the locus was compromised upon TRIM28 degradation (Fig. 2h and Supplementary Fig. 6a–e). To further probe contacts between derepressed ERVs and genes, we performed in situ Hi-C in control and TRIM28-degraded ESCs. We found that 24 h of TRIM28 degradation did not lead to marked genome-wide changes in chromatin contacts (Supplementary Figs. 7a,b and 8a,b) but did lead to a shift of the most-induced ERV taxa from the inactive ‘B’ towards the active ‘A’ compartment (Fig. 2i and Supplementary Fig. 7c) and a moderate increase in the contact frequency of ERVs with transcribed genes and SEs (Fig. 2j and Supplementary Fig. 7d). These results demonstrate that transcriptional condensates may incorporate genes proximal to derepressed ERVs.

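Whether genes induced in TT-SLAM-seq lie near ERVs was tested over the genes tested at 24 h, with a gene counted as near when its start lay within 100 kb of a full-length MMERVK or MMETn. IAPs were left out because their list is not complete. Of the 333 higher genes, 28 (8.41%) were near such an element, against 844 of the 13014 other genes (6.49%). The odds ratio was 1.32 (95% confidence interval 0.860 to 1.97, two-sided Fisher's exact test, p = 0.176), so an excess was not detectable at this distance. Within 50 kb there were 20 of the higher genes (6.01%) and 392 others (3.01%), an odds ratio of 2.06 (1.23 to 3.28, exact p = 0.00537). Within 20 kb there were 11 (3.30%) and 151 (1.16%), an odds ratio of 2.91 (1.41 to 5.43, exact p = 0.00248). With a pseudocount of 1, which left 158 higher genes, the odds ratio at 100 kb was 1.07 (exact p = 0.747), and without DMSO replicate 1 it was 1.61 (exact p = 0.0190). Of the 121 lower genes, 10 (8.26%) lay within 100 kb, an odds ratio of 1.29 (exact p = 0.456), and within 50 kb the odds ratio of the lower genes was 0.525. The test measures distance along the chromosome, and the contacts between ERVs and genes were not analysed here. The paper bases its statement on imaging of the Cthrc1 locus, the deletion of its ERVs and Hi-C contacts, and proposes that condensates at derepressed ERVs may incorporate nearby genes.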

### SE-enriched TFs rescue condensate localization

RNAPII- and Mediator-containing condensates are thought to be anchored at SEs by TFs that are enriched at these sites^34^. One would thus expect that overexpression of SE-enriched TFs rescues the reduced association of transcriptional condensates with SEs in TRIM28-degraded cells. To test this idea, we generated degradation-sensitive TRIM28-FKBP alleles in an induced pluripotent stem cell (iPSC) line that contains integrated transgenes encoding OCT4, SOX2, KLF4 and MYC under a doxycycline-inducible promoter (Fig. 3a,b and Extended Data Fig. 5a,b)^35^. The OCT4, SOX2 and KLF4 TFs are highly enriched at SEs in ESCs^36^. TRIM28 degradation in the iPSCs led to the appearance of IAP foci as revealed by IAP RNA-FISH (Fig. 3c,d). Overexpression of OCT4, SOX2, KLF4 and MYC substantially reduced the fraction of iPSCs containing *IAP* foci (Fig. 3c,d) and overall *IAP* RNA level in the cell population (Fig. 3e). Furthermore, OCT4, SOX2, KLF4 and MYC overexpression rescued the extent of colocalization of RNAPII puncta with the *miR290-295* SE locus in TRIM28-degraded cells (Fig. 3f) while the overall levels of RNAPII subunits did not change (Extended Data Fig. 5c,d). OCT4, SOX2, KLF4 and MYC overexpression also partially rescued the downregulation of the miR290-295 SE RNA and Pri-miR290-295 transcript in TRIM28-degraded cells (Fig. 3g) and nascent transcript levels at the *Klf4*, *Fgf4*, *Oct4* and *Mycn* SE loci (Extended Data Fig. 5e–h). These results suggest that forced expression of SE-binding TFs prevents the loss of transcriptional condensates at the *miR290-295* SE locus and attenuates *IAP* induction in TRIM28-degraded cells.

**Fig. 3:**
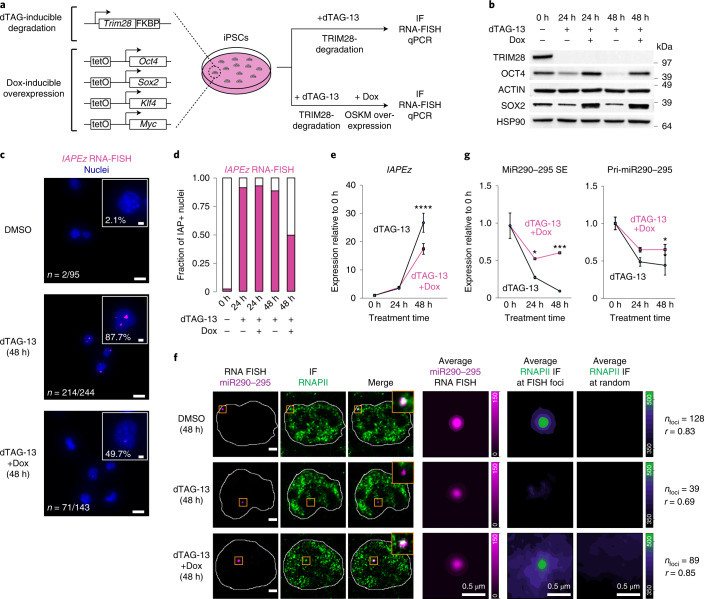
SE-enriched TFs rescue condensate localization in TRIM28-degraded mESCs. **a**, Genotype of the iPSC line and scheme of the experimental setup. The iPSC line contains degradation-sensitive *Trim28-FKBP* alleles and doxycycline-inducible *Oct4*, *Sox2*, *Klf4* and *c-Myc* (OSKM) transgenes. **b**, Western blot validation of the FKBP degron tag and OSKM ectopic expression in iPSCs. **c**, Representative images of IAP RNA-FISH staining. The number and percentage refer to cells with detectable *IAP* foci, pooled from two biological replicates. Scale bars, 10 μm; inset scale bars, 2 μm. **d**. Quantification of cells with detectable *IAP* foci (IAP^+^ cells) at the indicated treatment regimes. **e**, IAP RNA expression is reduced in TRIM28-degraded iPSCs that ectopically express OSKM factors. The line plot shows qRT–PCR data of IAP RNA levels normalized to 0 h of dTAG-13 treatment. Data are from three independent biological replicates (three wells on a tissue culture plate) and are presented as mean values ± s.d. The experiment was repeated three times, and data from one representative experiment are shown. *P* value is from two-tailed *t*-tests. ***P < 1 × 10^−4^. **f**, Colocalization between the nascent RNA of *miR290-295* and RNAPII puncta in TRIM28-degraded iPSCs that ectopically express OSKM factors. Separate images of individual z-slices (same z) of the RNA-FISH and IF signal are shown along with an image of the merged channels. The nuclear periphery determined by DAPI staining is highlighted as a white contour (scale bars, 2.5 μm). Also shown are averaged signals of either RNA-FISH or RNAPII IF centered on the miR290-295 RNA FISH foci or randomly selected nuclear positions. *r* denotes a Spearman’s correlation coefficient (scale bars, 0.5 μm). **g**, Elevated levels of miR290-295 SE transcript and Pri-miR290-295 nascent transcript in TRIM28-degraded iPSCs that ectopically express OSKM factors. qRT–PCR data was normalized to the 0 h of dTAG-13 treatment. Data are from three independent biological replicates (three wells on a tissue culture plate) and are presented as mean values ± s.d. The experiment was repeated three times, and data from one representative experiment are shown. *P* values are from two-tailed *t*-tests. *P = 0.027, ***P = 1 × 10^−4^. Source data

### Roles of ERV RNA in condensate formation and localization

RNA is a key component of numerous biomolecular condensates^19^ and nascent RNA can enhance phase separation of transcriptional regulatory proteins^21^. Therefore, we hypothesized that RNA produced at ERV loci may contribute to the genomic localization of RNAPII-containing condensates. To test this idea, we knocked down various ERV RNAs in TRIM28-degraded cells. 

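RNA-seq was done on the mESC line that carries short hairpin RNAs against ERVs (shERV) in 3 groups of 3 samples: DMSO, dTAG-13 for 24 h, and doxycycline (Dox), which induces the hairpins, together with dTAG-13. The paper ties hairpin expression for 24 h before TRIM28 degradation to the third group, whereas the sample labels state 24 h of 2 µg/ml Dox before treatment for all 3 groups. The groups are named here as in the paper. These libraries were made from total RNA with another kit than those of the time course, and the authors deposited StringTie values of the same form. Depth relative to the median library ran from 0.912 to 1.17 in DMSO, from 0.842 to 1.03 with dTAG-13 and from 0.940 to 1.06 with Dox + dTAG-13. The 16166 genes with at least 1 TPM in at least 3 of these 9 libraries were fitted together. Trim28 mRNA had 270 ± 16.0 TPM (SD, n = 3) in DMSO, 206 ± 5.84 TPM with dTAG-13 and 284 ± 0.762 TPM with Dox + dTAG-13. Its log2 change against DMSO was -0.39 with dTAG-13 (limma adjusted p = 3.15e-05) and 0.07 with Dox + dTAG-13 (limma adjusted p = 0.37). TRIM28 protein was not measured in these libraries.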

Expression of shRNAs targeting the four most prominent ERV families (IAPs, MMERVK10Cs, MMERVK9Cs, MMETns) partially rescued the downregulation of SEs and their associated genes after 24 h of TRIM28 degradation while knocking down IAPs alone did not (Extended Data Fig. 6a–d). However, expression of the shRNAs for 24 h before inducing TRIM28 degradation (for 24 h) almost entirely rescued the upregulation of ERV transcript levels (Fig. 4a,b and Extended Data Fig. 6e,g), the appearance of IAP RNA-FISH foci (Extended Data Fig. 6h), reduced transcription at SEs and their associated genes (Fig. 4b,c and Extended Data Fig. 6f) and the reduced association of RNAPII condensates at the *mir290-295* SE locus (Fig. 4d and Extended Data Fig. 6i–j). These results indicate that knockdown of ERV RNAs rescues the decrease of SE transcription and reduced condensate localization at SEs in TRIM28-degraded cells.

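With dTAG-13 alone, 617 genes changed against DMSO in the shERV line (385 higher, 232 lower). With Dox + dTAG-13, 3 genes changed against DMSO, while at an unadjusted p below 0.05 there were 2761 higher and 150 lower genes, and 606 higher and 1028 lower after centring of the libraries. The 3 genes were chosen for mention after their values were seen: Gm20431 (6.28 TPM in DMSO, listed at 0 TPM with Dox + dTAG-13), Gm12238 (4.49 and 0.948 TPM) and Gm22884, a small nucleolar RNA gene that overlaps Gm12238 (1.62 and 5.96 TPM). Between Dox + dTAG-13 and dTAG-13, 558 genes changed, of which 241 were higher and 317 lower with Dox. The median gene was 0.14 higher (log2) with dTAG-13 than in DMSO. After centring, the split was 246 higher and 353 lower for dTAG-13 against DMSO, 1 and 1 for Dox + dTAG-13 against DMSO, and 293 and 252 between the treated groups. Libraries of the compared groups did not overlap for 59.0% of genes with dTAG-13 and for 27.4% with Dox + dTAG-13. The median root mean square log2 distance of a DMSO library to another DMSO library was 0.263, to a dTAG-13 library 0.500 and to a Dox + dTAG-13 library 0.259. Genes nearest to an SE (213 tested) were lower with dTAG-13 by 0.40 relative to the other genes, a value of -0.40 (84 above 0, camera adjusted p = 3.33e-13), and this adjusted p was 0.424 with an estimated correlation and 0.000995 with fry. With Dox + dTAG-13 they did not differ detectably from the other genes (-0.02, 165 above 0, camera adjusted p = 0.543). Against dTAG-13 alone they were higher by 0.38 (141 above 0, camera adjusted p = 3.89e-11). Adjusted over the list alone, 50 of them were higher and 100 lower with dTAG-13 (50 and 99 over all genes tested), and 1 was higher and 1 lower with Dox + dTAG-13 (0 and 0 over all genes tested). ERV transcripts in these libraries were not analysed here.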

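All 20 pluripotency genes fell with dTAG-13 in the shERV line, by a mean log2 difference of -1.42 relative to the other genes (camera adjusted p = 6.02e-28), and 13 of them by more than 2-fold. With Dox + dTAG-13 the mean difference from DMSO was -0.04 (14 of 20 above 0, camera adjusted p = 0.216), and 0 of the 20 had an adjusted p below 0.05, either adjusted over the list alone or over all genes tested. Klf4 had 24.1 ± 1.23 TPM (SD, n = 3) in DMSO, 6.07 ± 0.0707 TPM with dTAG-13 and 25.0 ± 0.542 TPM with Dox + dTAG-13. Its log2 change against DMSO was -1.91 with dTAG-13 (limma adjusted p = 8.4e-10) and 0.05 with Dox + dTAG-13 (limma adjusted p = 0.586). Mean TPM in the 3 groups, in the same order, were 62.8, 18.7 and 64.9 for Fgf4, 123, 46.1 and 119 for Sox2, 103, 35.5 and 94.4 for Mycn and 19.3, 7.03 and 18.0 for Sall1. With dTAG-13 alone the log2 changes of Fgf4, Sox2, Mycn and Sall1 ran from -1.72 to -1.39, and with Dox + dTAG-13 they ran from -0.13 to 0.05. Nanog fell with dTAG-13 by 1.06 (log2, limma adjusted p = 3.82e-08) and Pou5f1 by 0.84, and with Dox + dTAG-13 they changed by 0.04 and -0.01. The microRNA gene Mir290a had 16.2, 6.71 and 12.2 TPM in the 3 groups. Among induced genes, Cthrc1 had 9.47 ± 1.47 TPM in DMSO, 126 ± 3.46 TPM with dTAG-13 and 10.4 ± 0.164 TPM with Dox + dTAG-13. The 67 tested genes that TT-SLAM-seq found lower at 24 h had a mean of -1.002 relative to the other genes with dTAG-13 (camera adjusted p = 9.84e-27) and of -0.12 with Dox + dTAG-13 (camera adjusted p = 1.01e-11, 0.028 with an estimated correlation and 0.583 with fry). For the 176 that it found higher, the means were 0.41 (camera adjusted p = 3.27e-07) and 0.04 (0.260). From ERV transcripts, IAP RNA foci, transcription at SEs and of their genes, and RNAPII condensates at an SE, which the hairpins rescued nearly in full, the paper concludes that knockdown of ERV RNAs rescues SE transcription and condensate localization in TRIM28-degraded cells.

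**Figure D3:**
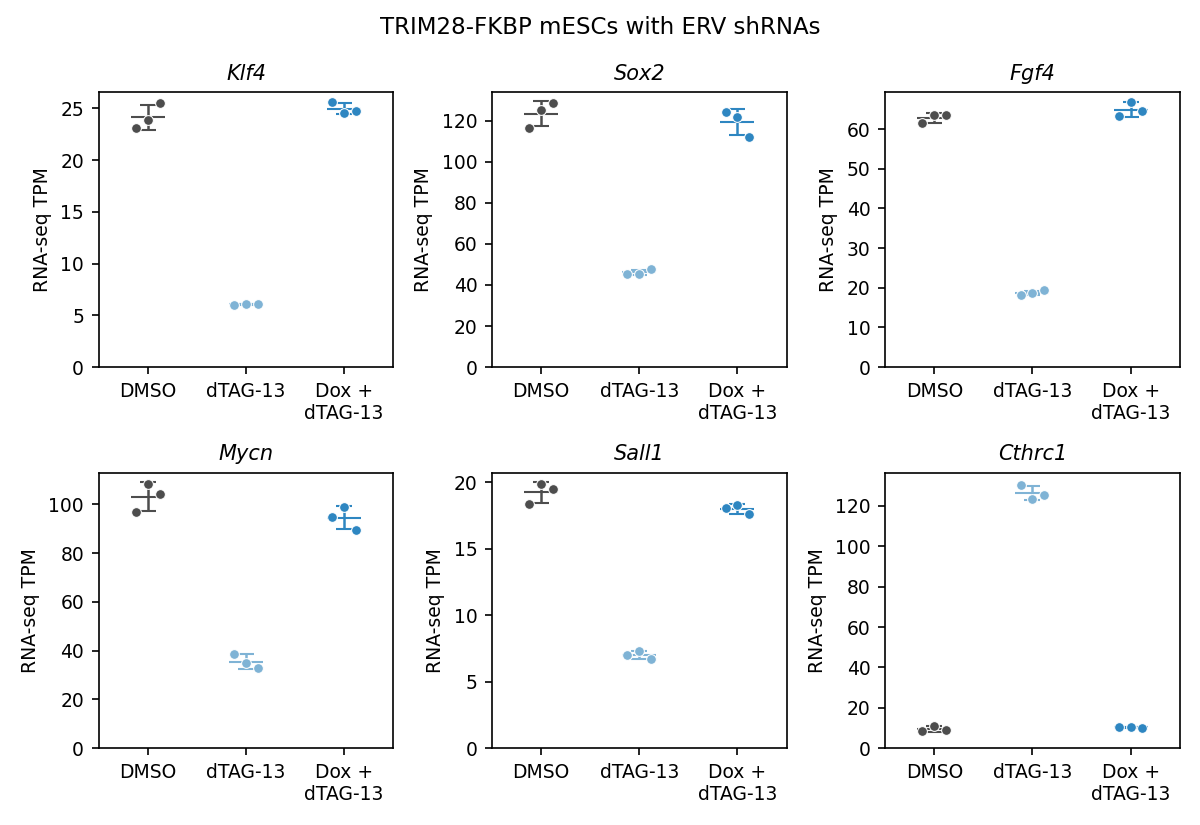
RNA-seq expression in TPM (vertical axes, from 0) of Klf4, Sox2, Fgf4, Mycn, Sall1 and Cthrc1 in the shERV line in DMSO, with dTAG-13 and with Dox + dTAG-13; points are replicates, horizontal marks their means and error bars the SD (n = 3). Klf4 falls to a mean of 6.07 TPM with dTAG-13 and has 25.0 TPM with Dox + dTAG-13, and Cthrc1 rises to 126 TPM and has 10.4 TPM.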

**Fig. 4:**
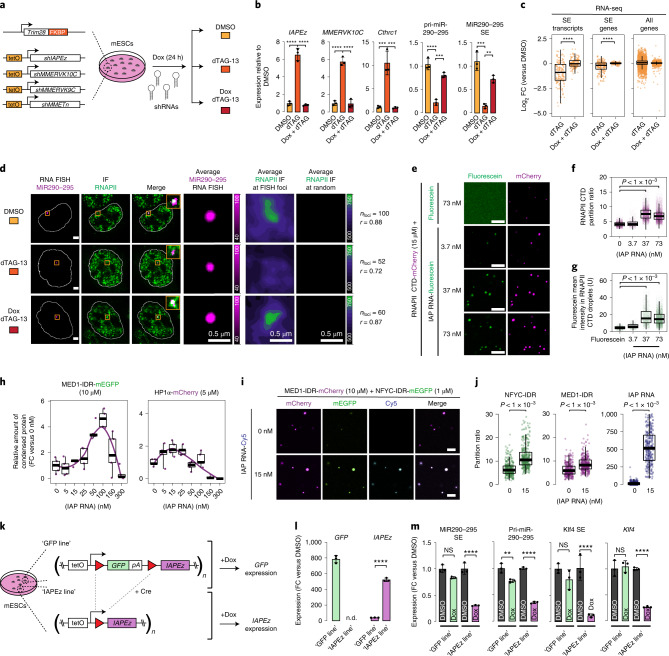
Contributions of IAP RNA to condensate localization in vivo and condensate formation in vitro. **a**, Schematic model of the ERV shRNA knockdown experiments. **b**, qRT–PCR data as FC-normalized to the DMSO treatment control. Data are presented as mean values ± s.d. from three biological replicates. *P* values are from two-tailed *t*-tests. ****P < 1 × 10^−4^, ***P < 1 × 10^−3^, **P < 1 × 10^−2^. **c**, Log_2_ FC values in total RNA-seq data at intergenic SEs and genes. Data are from three biological replicates. *P* values are from two-sided Wilcoxon–Mann–Whitney tests. ****P < 1 × 10^−4^. **d**, Representative images of individual z-slices (same z) of RNA-FISH and IF signal, and an image of the merged channels. The nuclear periphery determined by DAPI staining is highlighted as a white contour (scale bars, 2.5 μm). Also shown are averaged signals of either RNA-FISH or RNAPII IF centered on the *miR290-295* FISH foci or randomly selected nuclear positions (scale bars, 0.5 μm). *r* denotes a Spearman’s correlation coefficient. **e**, Representative images of mixtures of fluorescein-labeled *IAP* RNA and purified recombinant RNAPII CTD-mCherry in droplet formation buffer. Scale bar, 5 μm. **f**, Partitioning ratio of RNAPII CTD-mCherry into droplets at the indicated IAP RNA concentrations. Every dot represents a detected droplet. *P* values are from two-sided *t*-tests. **g**, Quantification of the enrichment of fluorescein-labeled IAP RNA in RNAPII CTD-mCherry droplets. *P* values are from two-sided *t*-tests. **h**, Quantification of the partitioning of (left) MED1 IDR and (right) HPIα into droplets in the presence of IAP RNA. Values are normalized against the partition ratio at no RNA added. Corresponding images are found in Extended Data Fig. 8a. The displayed quantification is the same as displayed in Extended Data Fig. 8b. **i**, Representative images of droplet formation by purified NFYC-IDR-mEGFP (1 μM) and MED1 IDR-mCherry (5 μM) fusion proteins in the presence of in vitro transcribed Cy5-labeled IAP RNA fragment. Scale bar, 5 μm. **j**, Partitioning ratio of NFYC-IDR-mEGFP, MED1 IDR-mCherry and IAP RNA into droplets at the indicated IAP RNA concentrations. Every dot represents a detected droplet. All pairwise *P* values <2.2 × 10^−16^ (Welch’s *t*-test). **k**, Schematic model of the experiment mimicking *IAPEz* transcription. **l**, qRT–PCR data as FC-normalized to the DMSO control treatment. n.d., not detectable. Data are presented as mean values ± s.d. *P* values are from two-tailed *t*-tests. ****P < 1 × 10^−4^. **m**, qRT–PCR data as FC-normalized to the DMSO control treatment. Data are presented as mean values ± s.d. from three biological replicates. *P* values are from two-tailed *t*-tests. ****P < 1 × 10^−4^, ***P < 1 × 10^−3^, **P < 1 × 10^−2^, NS, not significant. In panels **f**, **g**, **h** and **j**, data for quantification were acquired from at least five images of two independent image series per condition.

To further dissect the relationship between ERV RNA and transcriptional condensates, we performed in vitro reconstitution experiments. We purified recombinant, mCherry-tagged C-terminal domain (CTD) of RNAPII, which was shown previously to form condensates in vitro^30,33^, and mixed it with fluorescein-labeled in vitro transcribed IAP RNA fragments. The IAP RNA fragments facilitated RNAPII CTD droplet formation in a dose-dependent manner (Fig. 4e,f and Extended Data Fig. 7a), and the IAP RNA was enriched within RNAPII CTD droplets in a dose-dependent manner (Fig. 4e,g). IAP RNA also facilitated condensation of the intrinsically disordered region (IDR) of the MED1 Mediator subunit (Extended Data Fig. 7b–e)—a frequently used in vitro model of Mediator^31,33,34^. Furthermore, IAP RNA enhanced droplet formation of purified recombinant HP1α (an in vitro model of heterochromatin^37^), but the optimal concentration of the RNA for HP1α was about fivefold lower than that for MED1 IDR in this in vitro system (Fig. 4h and Extended Data Fig. 8a,b). As expected, various other RNAs for example SE RNA^21^ and RNA from main satellite repeats^38^ also enhanced droplet formation of MED1 IDR and HP1α in vitro, but the difference in the optimal RNA concentration stayed consistently about fivefold (Extended Data Fig. 8a,b). Moreover, IAP RNA fragments facilitated partitioning of both the MED1 IDR and NFYC-IDR into IAP-RNA-containing heterotypic droplets (Fig. 4i,j and Extended Data Fig. 7f–i). These results indicate that IAP RNA can enhance droplet formation of key transcriptional regulatory proteins, and suggest a mechanistic basis for the difference of the effect of RNA on heterochromatin and transcriptional condensates.

### Transgenic ERVs compete with SEs for activators

Derepressed ERV loci seem to compete for transcriptional condensates with SEs, in part through producing RNA that facilitates condensation of transcriptional activators. To probe this competition directly, we investigated whether simultaneously activated transcription at repetitive loci (for example, ERVs) could compromise transcription at SEs. First, we attempted to activate IAPs using CRISPRa^39^, but targeting a dCas9-VP64 protein to IAPs with several guide RNAs failed to produce meaningful transcription at those elements. We then mimicked the effect of simultaneous ERV induction by generating an mESC line containing multiple copies of an integrated PiggyBac transposon (Extended Data Fig. 9a–d). The transposon encoded a Dox-inducible green fluorescent protein (GFP) transgene with a polyA between two loxP sites, and ~900 bp fragments of IAPEz ERVs (Fig. 4k). Transfection of a plasmid encoding a Cre-recombinase enabled the generation of an isogenic line (‘IAPEz line’) encoding Dox-inducible *IAPEz* transgenes with the same copy number and insertion sites as *GFP* in the parental mESC line (‘GFP line’) (Fig. 4k). Quantitative PCR with reverse transcription (qRT–PCR) analyses confirmed induction of either *GFP* or *IAPEz* transcription upon Dox treatment in the respective lines (Fig. 4l). Moreover, induction of *IAPEz* transcription led to a rapid reduction of SE transcription at the *miR290-295*, *Klf4* and *Fgf4* loci, and reduced transcript levels of the associated genes, whereas it generally did not affect transcript levels of typical enhancer-associated genes (Fig. 4m and Extended Data Fig. 9e). In contrast, induction of GFP transcription had only a mild effect on SEs (Fig. 4m and Extended Data Fig. 9e). Consistent with the specific effect of IAPEz RNA induction, cellular fractionation experiments revealed that about twice as much of the *IAPEz* RNA is retained in the nuclear fraction compared with the *GFP* RNA (Extended Data Fig. 9f). Similar results were observed in a second pair of mESC lines in which the *IAPEz* fragment was substituted with fragments of *MMERVK10C* ERVs of around 900 bp (Extended Data Fig. 9g–i). Induction of *MMERVK10C* transcription from a PiggyBac transposon compromised transcription at SEs and their associated genes (Extended Data Fig. 9g–i). These results demonstrate that simultaneous activation of transgenic ERVs may compromise SE transcription in mESCs, and the ERV RNA seems to play an important role in this process.

### ERV derepression correlates with loss of pluripotent cells

The above results suggest that pluripotent stem cells fail to maintain transcription of SE-driven genes when ERV repression is compromised. This model predicts that the amount of ERV products would correlate with the inability of embryos to maintain a pluripotent compartment. To test this model in vivo, we used our recently developed zygotic perturbation platform (Fig. 5a)^40–42^. We generated zygotic deletion mutants of TRIM28, SETDB1, HP1α and other epigenetic regulators implicated in ERV repression, and assayed the timing and amount of the GAG protein produced by IAPs (Fig. 5b). IAP GAG foci were detected in E3.5 blastocysts of TRIM28, SETDB1 and KDM1A knockout (KO) mutants, and these mutations were lethal at around E6.5 in embryos (Fig. 5b,c) suggesting that early appearance of IAP GAG foci may correlate with the onset of embryonic lethality.

**Fig. 5:**
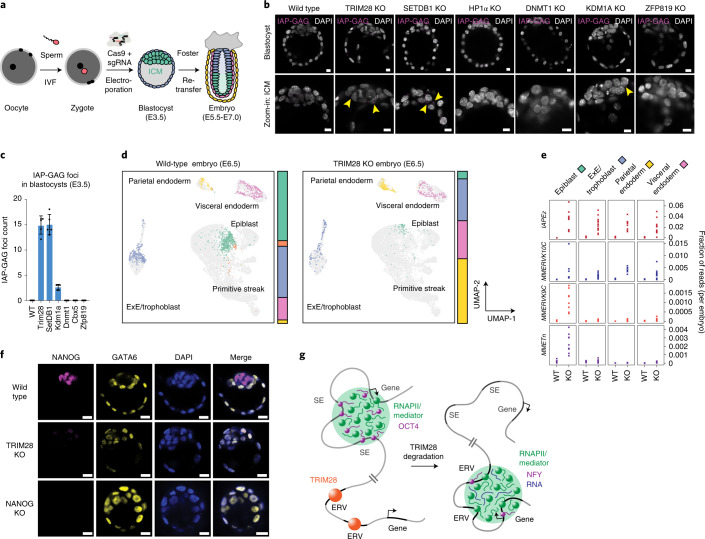
Early ERV activation correlates with depletion of pluripotent lineages in mouse embryos. **a**, Scheme of the zygotic CRISPR–Cas9 perturbation platform. **b**, IF images of mouse E3.5 blastocysts stained for the GAG protein produced by IAPs. Nuclei are counterstained with DAPI. Note the magenta IAP GAG foci highlighted with yellow arrowheads. Scale bar, 10 µm. **c**, Quantification of IAP GAG foci in multiple embryos of the indicated genotype across three independent perturbation experiments. Five embryos were picked from the pool of embryos from each genotype for the staining. Each dot represents the GAG foci from an individual embryo. Data are presented as mean values ± s.d. **d**, Epiblast cells are depleted in TRIM28 KO embryos. Uniform manifold approximation and projection (UMAP) of E6.5 wild-type and E6.5 TRIM28 KO embryos mapped on the combined reference cell state map. The proportions of cells that belong to the individual cell states are indicated as a bar on the right of the UMAP plots. Exe, extraembryonic ectoderm. **e**, Lineage-specific ERV derepression in TRIM28 KO mouse embryos. The plot shows the fraction of RNA-seq reads that map to the displayed ERV taxa in the indicated cell types in wild-type (WT) and TRIM28 KO embryos in the scRNA-seq data. Each ‘x’ represents a single embryo. **f**, The inner part of TRIM28 KO blastocysts is populated by GATA6-expressing, NANOG-negative cells. Displayed are representative IF images of NANOG and GATA6 in E3.5 wild-type, TRIM28 KO and NANOG KO blastocysts across two independent perturbation experiments with around 20 embryos per condition. Scale bars, 20 μm. **g**, Condensate hijacking model. In pluripotent cells, transcriptional condensates associate with SEs bound by pluripotency TFs (for example, OCT4). In the absence of TRIM28, transcriptional condensates are lost from SEs and associate with derepressed ERVs.

To probe which cell types are affected by derepression of ERVs, we used single-cell RNA-seq (scRNA-seq). We created a reference cell state map of an early mouse embryo spanning a window of developmental stages (E5.5 to E7.0) that encompass the onset of lethality in TRIM28 KO mice (around E6.5) (Extended Data Fig. 10a–f,i)^7,43,44^. We then generated TRIM28-deficient embryos using Cas9/sgRNA delivery into zygotes (Extended Data Fig. 10a–c) and mapped cell states using scRNA-seq (Fig. 5d and Extended Data Fig. 10g). The E6.5 TRIM28 KO scRNA-seq data revealed a dramatic scarcity of epiblast cells normally derived from pluripotent cells of the inner cell mass (ICM) (Fig. 5d), and an abundance of extraembryonic lineages (for example, parietal endoderm) (Fig. 5e and Supplementary Fig. 9a,b). Quantifying the fraction of reads mapping to various ERV taxa revealed that IAPs and MMERVK10Cs were derepressed in all cell types, while MMERVK9Cs and MMETns were derepressed specifically in epiblast cells, resulting in a higher total fraction of reads from ERVs (Fig. 5e and Extended Data Fig. 10h). These data indicate that the amount of ERV RNA transcripts is especially high in pluripotent cells in TRIM28 KO embryos.

IF imaging corroborated specific depletion of pluripotent cells in early embryos. The pluripotency factors NANOG, OCT4, SOX2 and KLF4 were already virtually absent in the ICM of TRIM28 KO E3.5 blastocysts (Fig. 5f and Supplementary Fig. 10a-b), and the inner part of the blastocysts was instead populated by cells expressing the endoderm marker GATA6 (Fig. 5f). This phenotype is reminiscent of NANOG knockout embryos, in which the pluripotent ICM is replaced by GATA6-expressing parietal endoderm-like cells (Fig. 5f)^45^. These data are consistent with upregulation of endoderm markers observed in TRIM28-degraded ESCs (Supplementary Fig. 11a-c). 

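The RNA-seq time course of TRIM28-degraded mESCs was used to compare a list of 30 endoderm genes, 24 of which were tested, and 18 of which had at least 1 TPM in DMSO. Relative to the other genes, their mean log2 change was -0.02 at 2 h (camera adjusted p = 0.355), -0.17 at 6 h (7 of 24 above 0, 0.0228), -0.29 at 24 h (14 of 24 above 0, 0.355) and 0.94 at 96 h (17 of 24 above 0, 0.0228). At 96 h, 14 of them were more than 2-fold higher and 2 more than 2-fold lower. Adjusted over the list alone, 17 were higher and 7 lower at 96 h, as over all genes tested, and 5 were higher and 5 lower at 24 h, against 6 and 6 over all genes tested. The adjusted p of the endoderm mean at 96 h was 0.28 with camera's estimated correlation and 8.3e-12 with fry. The rise at 96 h was not confined to endoderm genes. Feeder fibroblast genes rose by 2.64 (17 of 17 above 0, camera adjusted p = 1.49e-06) and imprinted genes by 1.00 (0.0228), while the pluripotency genes and the genes nearest to an SE fell. Gata6 (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635) had 1.41 ± 0.274 TPM (SD, n = 3) in DMSO, 1.02 ± 0.0531 TPM at 24 h and 7.25 ± 0.309 TPM at 96 h. Its log2 change was -0.32 at 24 h (limma adjusted p = 0.0507) and 2.03 at 96 h (limma adjusted p = 3.47e-09).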

Overall, these findings suggest that extended ERV derepression results in the loss of expression of pluripotency genes and consequent depletion of pluripotent cells in early mouse embryos.

## Discussion

The results presented here support a model in which ERV retrotransposons have the capacity to hijack biomolecular condensates formed by key transcriptional regulatory proteins in pluripotent cells (Fig. 5g). This model may help explain why thousands of transposition-incapable ERVs are repressed in mammals and how their reactivation could alter cellular fates in the absence of retrotransposition^7,9,18,46–50^.

Derepressed ERVs seem to compete with SEs for transcriptional condensates in pluripotent cells, in part through the RNA transcripts they produce. In vitro, various RNA species facilitate phase separation of transcriptional regulators and heterochromatin proteins, primarily via engaging in electrostatic interactions^21,38^. In ESCs, forced transcription of ERV RNA from multiple loci led to a profound decrease in SE transcription while transcription of *GFP* RNA had a moderate effect (Fig. 4k–m and Extended Data Fig. 9g–i), suggesting sequence contribution to the impact of ERV RNAs on RNAPII-containing condensates in vivo. Recent studies reported that m6A methylation plays an important role in repressing ERV transcripts^11–13^. The contribution of ERV RNA to the hijacking of transcriptional condensates from SEs may explain the in vivo role and importance of ERV RNA modifications.

Many nuclear noncoding RNAs are known to localize to the loci where they are produced^22^, but their functions are mysterious. Transient expression of ERVs and nuclear IAP foci have been described in early-stage human and mouse embryos^48,49,51,52^ and adult immune cells^53^, suggesting that ERV RNAs may play important roles in transcriptional programs during mammalian development. Consistently, previous studies suggested that derepressed transposons can act as enhancers and alternative promoters of cellular genes^29,48,53–55^. RNA transcripts produced by ERVs may thus contribute to the genomic distribution of condensates in various developmental contexts.

Condensate hijacking by ERVs may contribute to disease. *Trim28* haploinsufficiency is associated with obesity^56^ and predisposes to Wilms’ tumor^57^. Some ERVs may function as enhancers in acute myeloid leukemia^58^, and ERV transcription is associated with neurological diseases^59^ such as amyotrophic lateral sclerosis^60^ and schizophrenia^61^. The capacity of ERV RNAs to hijack transcriptional condensates may shed light on the molecular basis of these conditions.

## Methods

### Licenses

All animal procedures were performed in our specialized facility, following all relevant animal welfare guidelines and regulations, approved by the Max Planck Institute for Molecular Genetics and LAGeSo, Berlin (license number, G0247/18-SGr1; and Harvard University (IACUC protocol 28-21)). S2 work was performed following all relevant guidelines and regulations, approved by the Max Planck Institute for Molecular Genetics and the local authorities LAGeSo, Berlin (license number, 222/15-17a).

### Cell culture

The V6.5 mESCs and iPSCs were cultured on irradiated primary mouse embryonic fibroblasts (MEFs) under standard serum/leukemia inhibitory factor (LIF) conditions (KO DMEM containing 15% fetal bovine serum (FBS), supplemented with 1× penicillin/streptomycin, 1× GlutaMAX supplement, 1× nonessential amino acids, 0.05 mM β-mercaptoethanol (all from Gibco) and 1,000 U ml^–1^ LIF).

For ChIP–seq, TT-SLAM–seq and RNA-seq experiments, mESCs were depleted from MEFs by incubating them on gelatin-coated cell culture plates for 45 min at 37 °C, allowing MEFs to attach while mESCs remain in suspension. MEF depletion was performed twice, after which mESCs were seeded on gelatin-coated plates and maintained in serum/LIF conditions with 2,000 U ml^–1^ LIF.

For RNA-FISH combined with IF, MEF-depleted cells were grown on round 18-mm glass coverslips (Roth LH23.1). Coverslips were coated with 5 µg ml^–1^ of poly-l-ornithine (Sigma-Aldrich, catalog no. P4957) for 30 min at 37 °C and with 5 µg ml^–1^ of Laminin (Corning, catalog no. 354232) overnight at 37 °C.

To perturb RNAPII condensates, cells were treated for 30 min with 1.5% 1-6 HD (Sigma) in serum/LIF conditions with 2,000U ml^–1^ LIF (Extended Data Fig. 3c,d).

### Generation of the TRIM28-FKBP ESC line

To knock in the degradation-sensitive FKBP^F36V^ tag at the N-terminus of TRIM28, a repair template containing homology arms spanning upstream and downstream of the target site was cloned into a pUC19 vector (NEB) (Supplementary Fig. 2a). The repair template included a mRuby2 fluorescent protein sequence, P2A linker and the FKBP tag sequence (Supplementary Fig. 2a)^25^. mRuby2 sequence was amplified from the mRuby2-N1 plasmid (Addgene, catalog no. 54614), and the P2A-FKBP sequence was amplified from the PITCh dTAG donor vector (Addgene, catalog no. 91792). A guide RNA (Supplementary Table 1b) targeting the N-terminus of TRIM28 was cloned into the sgRNA-Cas9 vector pX458 (Addgene, catalog no. 48138). The repair template and the sgRNA-Cas9 vector were transfected into V6.5 mESCs and iPSCs by nucleofection using Amaxa 4D Nucleofector X Unit (Lonza) according to the manufacturer’s instructions. To screen for positive integrations, the transfected cells were sorted for mRuby2 fluorescent protein expression with flow cytometry. The sorted cells were seeded as single cells and expanded for a few days. Single colonies were picked and genotyped for the correct integration with Western blot.

### TRIM28 degradation

Before treatment, cells were seeded on 0.2% gelatin-coated plates after two rounds of MEF depletion. For degradation of TRIM28, 500 nM of dTAG-13 compound^25^ was mixed with mESC medium (supplemented with 2,000 U mL–1 LIF) and incubated for the time indicated; medium was changed daily for fresh dTAG-13.

### RNA-FISH combined with IF

RNA-FISH combined with IF was performed essentially as described^31^. For IF, dTAG-13- or DMSO- treated cells were fixed in 4% paraformaldehyde for 10 min at RT and stored in PBS at 4 °C. All buffers and antibodies were diluted in RNase-free PBS (Thermo Fisher, catalog no. AM9624). Cells were permeabilized with 0.5% Triton X-100 (Thermo Fisher, catalog no. 85111) for 10 min at RT, followed by three consecutive 5 min PBS washes. Cells were then incubated in the primary antibody (RNAPII (Abcam, catalog no. ab817) at 1:500, NFY-A (Santa Cruz, catalog no. sc-17753 X) at 1:250, NRF1 (Abcam, catalog no. ab55744) at 1:500, MED1 (Abcam, catalog no. ab64965) at 1:500 and MED23 (Bethyl Labs, catalog no. A300-425A) in PBS overnight. After two 5 min PBS washes, cells were incubated in the secondary antibody (Invitrogen, goat anti-mouse Alexa Fluor 488 (catalog no. A-11001) or goat anti-rabbit Alexa Fluor 488 (catalog no. A-11008)) at 1:500 in PBS for 60 min at room temperature. Cells were washed twice in PBS for 5 min and re-fixed with 4% paraformaldehyde in PBS for 10 min at room temperature. Following two 5 min PBS washes, cells were washed once with 20% Stellaris RNA-FISH Wash Buffer A (Biosearch Technologies, catalog no. SMF-WA1-60) and 10% deionized formamide (EMD Millipore, catalog no. S4117) in RNase-free water (Invitrogen, catalog no. 10977035) for 5 min at RT. Cells were hybridized with 90% Stellaris RNA-FISH Hybridization Buffer (Biosearch Technologies, catalog no. SMF-HB1-10), 10% deionized formamide and 12.5 or 25 µM Stellaris RNA-FISH probes. Probes were hybridized in a humidified chamber overnight at 37 °C. Cells were washed with Wash Buffer A for 30 min at 37 °C and stained with 0.24 µg ml^–1^ 4,6-diamidino-2-phenylindole (DAPI) in Wash Buffer A for 3 min at room temperature. Cells were washed with Stellaris RNA-FISH Wash Buffer B (Biosearch Technologies, catalog no. SMF-WB1-20) for 5 min at RT, mounted onto glass microscopy slides with Vectashield mounting medium (Vector Laboratories, catalog no. H-1900) and sealed using transparent nail polish. Images were acquired with LSM880 Airyscan microscope equipped with a Plan-Apochromat ×63/1.40 oil differential interference contrast objective or Z1 Observer (Zeiss) microscope with ×100 magnification with Zen 2.3 v.2.3.69.1016 (blue edition) or Zen (black edition). Images were processed with ZEN 3.1 (Zeiss) and ImageJ software v.2.1.0/1.53i (Figs. 1j, 2a–b, 2f–g, 3f and 4d and Extended Data Figs. 2a, 3a–b,d, 4d and 6h). ImageJ colocalization plugins were used for colocalization analysis of ERV IAP RNA-FISH with RNAPII and MED1 IF^62,63^. For nearest RNAPII cluster distance analysis in the *miR290-295* RNA-FISH dataset, z-projections consisting of ±4.5 slices around the FISH spot were obtained in both channels and thresholded to allow detection of individual RNAPII clusters. Center of mass distances to the nearest cluster were calculated using FIJI (DiAna)^63^. RNA-FISH probes were designed and generated by Biosearch Technologies Stellaris RNA-FISH to target introns of *miR290-295* primary transcript and *Cthrc1*, and *IAPEz* transcripts. Sequences of RNA-FISH probes are available in Supplementary Table 1a.

### Live-cell PALM

Live-cell PALM imaging was carried out as described before^32,64,65^. mESCs used for live-cell PALM imaging were derived from R1 background, with the *Sox2* gene tagged with 24 repeats of MS2 stemloops at its mRNA 3′ end, Rpb1 tagged with Dendra2 at its N-terminus, EF1α-NLS-MCP-SNAP inserted stably into the genome and both alleles of *Trim28* tagged with the degradation-sensitive FKBP tag (Extended Data Fig. 2f). Cells were simultaneously illuminated with 1.3 W cm^–2^ near UV light (405 nm) for photoconversion of Dendra2 and 3.2 kW cm^–2^ (561 nm) for fluorescence detection with an exposure time of 50 ms. We acquired images of Dendra2-RNAPII for 100 s (2,000 frames) for quantification of Pol II clusters. For dual-color imaging, cells were incubated with 100 nM JF646 SNAP ligand for 20 min and washed with 2i medium, followed by 30 min incubation in 2i media without JF646-HaloTaq ligands, to wash out unbound SNAP ligands before fluorescence imaging in L-15 medium. We acquired 50 frames (2.5 s) with 642 nm excitation with a power intensity of 2.5 kW cm^–2^ and quickly switched to simultaneous 405/561 imaging for PALM. Super-resolution images were reconstructed and analyzed using MTT^66^ and qSR^67^. RNAPII cluster size was defined as the total number of localizations within the image acquisition time (100 s). The distance was calculated as the distance between the center of the MS2 nascent transcription site and the center of the nearest RNAPII cluster (Fig. 1k).

### TT-SLAM-seq

TT-SLAM-seq was performed as described previously^26^. Briefly, cells were treated with DMSO or 500 nM dTAG-13 for 2, 6 or 24 h and subjected to 15 min of 4-thiouridine (4sU) labeling using 500 µM 4sU. Total RNA was extracted with Trizol (Ambion) and 24:1 chloroform:isoamylalcohol (Sigma) while using 0.1 mM dithiothreitol (DTT) in isopropanol precipitation and ethanol washes. For each sample, 50 µg of total RNA was fragmented with Magnesium RNA Fragmentation Module (NEB), and fragmentation buffer was removed from samples with ethanol precipitation in presence of 0.1 mM DTT. RNA was then resuspended in 350 µl RNase-free water, diluted in biotinylation buffer (200 mM HEPES pH 7.5, and 10 mM EDTA) and topped up with 5 µg MTS-Biotin (previously diluted to 50 µg ml^–1^ in dimethylformamide) to reach a final volume of 500 µl. The biotinylation reaction was incubated for 30 min at room temperature while keeping samples in rotation and protected from light. Unbound biotin was removed with acid-phenol:chloroform extraction (125:24:1, Ambion) and isopropanol precipitation. Biotinylated RNA was resuspended in 100 µl RNase-free water, denatured in 65 °C for 10 min and then cooled on ice for 5 min. The biotinylated RNA was captured with 100 µl µMACS streptavidin beads (Miltenyi) by incubating for 15 min in rotation while keeping samples protected from light. µMACS columns were equilibrated on magnetic stand with nucleic acid equilibration buffer and two times with biotinylation buffer (20 mM HEPES, 1 mM EDTA, pH 8). Beads were transferred to columns and washed three times with wash buffer (100 mM Tris-HCl pH 7.5, 10 mM EDTA, 1 M NaCl and 0.1 % Tween 20), and labeled RNA was eluted twice with a total 200 µl of 100 mM DTT. RNA was cleaned up with RNeasy Minelute columns (Qiagen) and eluted to RNase-free water with 1 mM DTT. 4sU residues of RNA were alkylated with iodoacetamide treatment (10 mM iodoacetamide in 50 mM NaPO_4_, pH 8 and 50 % DMSO) by incubating samples in 50 °C for 15 min, followed by quenching with 20 mM DTT. RNA samples were purified with ethanol precipitation and treated with Turbo DNase (Invitrogen). Sequencing libraries were prepared with NEBNext Ultra II Directional RNA Library Prep Kit and NEBNext Multiplex Oligos (NEB), according to manufacturer’s instructions, except using 8 min incubation time in fragmentation step.

### Generating wild-type and mutant mouse embryos

Zygotes were generated by in vitro fertilization (IVF) as previously described^68^. Briefly, B6D2F1 female mice aged 7–9 weeks were superovulated with two rounds of hormone injections (5 IU of pregnant mare serum gonadotrophin followed by 5 IU of human chorionic gonadotrophin after 46 h). Oocytes were isolated and cultured in pre-gassed KSOM medium before IVF. F1 (C57BL/6J × Castaneous) sperm isolated from the cauda epididymis were thawed and used for IVF. At 6 h after fertilization, zygotes were washed in M2 medium for multiple rounds and then prepared for electroporation. Alt-R CRISPR–Cas9 and guide RNAs ribonucleoproteins were prepared as described previously^40^. Guide RNAs used to target the genes are listed in Supplementary Table 1b. Zygotes were washed in three drops of OptiMEM Reduced Serum Medium (Thermo Fisher Scientific) before electroporation. NEPA21 electroporator (NEPAgene) was used for electroporating zygotes with the following settings for a small chamber: four poring pulses of 34 V for 2.5 ms with an interval of 50 ms were used to generate pores in the zona pellucida layer. Voltage decay was set at 10% and (+) polarity. To enable intake of the ribonucleoproteins, five transfer pulses of 5 V were applied for 50 ms each with an interval of 50 ms. Voltage decay for the transfer was set at 40% with an alternating polarity of (+) and (−). Electroporated zygotes were washed in three drops of KSOM medium and cultured in pre-gassed KSOM drops until blastocyst stage under standard embryo culture conditions. Blastocysts were scored for viability and morphology and retransferred bilaterally in a clutch of 15 blastocysts per uterine horn into day 2.5 pseudopregnant CD-1 surrogate female mice. E6.5 embryos were dissected from the uterus in 1× Hanks’ Balanced Salt Solution and used for further analysis. E5.5 wild-type embryos were generated with the setup, and mock electroporation with guide targeting GFP sequence was used.

### scRNA-seq of embryos

E5.5 wild-type and E6.5 TRIM28 mutant embryos were dissected from the decidua in 1× Hanks’ Balanced Salt Solution and then washed in 1× PBS. Reichert’s membrane was removed carefully with sharp forceps and glass capillaries, and the embryos were washed in 1× PBS with 0.4% BSA. The embryos were disaggregated with TrypLE Express (Gibco) with gentle pipetting every 10 min up to a total of 40 min at 37 °C. The dissociated cells were counted for viability and then washed in 1× PBS with 0.4% BSA for a total of three washes at 4 °C and 1,200 r.p.m. for 5 min. The cells were subjected to scRNA-seq using a 10x Genomics Chromium Single Cell 3′ v.2 kit. Single-cell libraries were generated following the manufacturer’s instructions with the exception of the cycle number used. Libraries were sequenced on a Novaseq6000 with asymmetric reads and a depth of 300–350 million fragments per library.

### Average image and radial distribution analysis

The image analysis pipeline used for the colocalization analysis of RNA-FISH combined with IF was described previously^31^. Briefly, MATLAB scripts were used to identify RNA-FISH foci in z stacks through intensity thresholding (the same threshold was used for image sets shown on the same figure panels) and create RNA-FISH signal centroids (*x*, *y*, *z*) that were stitched together and positioned in a box of size *l* = 1.5 μm. For identified FISH foci, signal from corresponding location in the IF channel was collected in the *l* × *l* square centered at the RNA-FISH focus at each corresponding z-slice. The IF signal centered at FISH foci for each FISH and IF pair were then combined to calculate an average intensity projection, providing averaged data for IF signal intensity within a *l* × *l* square centered at FISH foci. The same process was carried out for the FISH signal intensity centered on its own coordinates, providing averaged data for FISH signal intensity within a *l* *×* *l* square centered at FISH foci. As a control, this same process was carried out for IF signal centered at random nuclear positions generated using custom Python scripts. These average intensity projections were then used to generate two-dimensional contour maps of the signal intensity or radial distribution plots. Contour plots are generated using inbuilt functions in MATLAB. The intensity radial function ((*r*)) is computed from the average data. For the contour plots of the IF channel, an intensity colormap consisting of 14 bins with gradients of black, violet and green was generated. For the FISH channel, black to magenta was used. The generated colormap was employed to 14 evenly spaced intensity bins for all IF plots. The averaged IF centered at FISH or at randomly selected nuclear locations were plotted using the same color scale. For the radial distribution plots, the Spearman correlation coefficients, *r*, were computed and reported between the FISH and IF (centered at FISH) signal. A two-tailed Student’s *t*-test, comparing the Spearman correlation calculated for all pairs, was used to generate *P* values (Figs. 1j, 2f–g, 3f and 4d and Extended Data Figs. 2a and 4d).

### Bioinformatics

All analyses were carried out using R v.3.6.3 unless stated otherwise.

### TT-SLAM-seq processing

Raw reads were trimmed by quality, Illumina adapter content and polyA content analogous to the RNA-seq samples and aligned with STAR with parameters ‘–outFilterMultimapNmax 50–outReadsUnmapped Fastx’ to the SILVA database^69^ (downloaded 6 March 2020) to remove rRNA content. Unaligned reads were afterwards reverse-complemented using the seqtk ‘seq’ command (https://github.com/lh3/seqtk, v.1.3-r106; parameters: -r). Reverse-complemented reads were processed using SLAM-DUNK^70^ with the ‘all’ command (v.0.4.1; parameters: -rl 100 -5 0) with the GENCODE gene annotation (VM19) as ‘-b’ option. Reads with a ‘T > C’ conversion representing nascent transcription were filtered from the BAM files using alleyoop (provided together with SLAM-DUNK) with the ‘read-separator’ command. Counts per gene were quantified based on the ‘T > C’-converted reads using htseq-count (v.0.11.4; parameters:–stranded=yes,–nonunique=all)^71^. FPKM values were calculated based on the resulting counts. For genome-wide coverage tracks, technical replicates were merged using samtools ‘merge’^72^. Coverage tracks for single and merged replicates were obtained using deepTools bamCoverage^72^ (v.3.4.3; parameters:–normalizeUsing CPM) separately for the forward and reverse strand based on the ‘T > C’-converted reads.

### Enhancer and SE annotation

The annotation of SErs, enhancers and enhancer constituents was taken from Whyte et al.^73^. Coordinates were lifted from mm9 to mm10 using UCSC liftOver. These coordinates were used throughout this study for all enhancer-associated analyses (Supplementary Table 2).

### Retrotransposon element definition

The genome-wide retrotransposon annotation of LTR, LINE and SINE elements was downloaded from Repbase^74^. Based on the Repbase classification system, we used the element annotation as LTR, LINE or SINE as the retrotransposon classes. Retrotransposon families considered in this study were L1 and L2 elements (LINE), ERV1, ERV3, ERVK, ERVL and MALR (LTR), as well as Alu, B2, B4 and MIR elements (SINE). Repeat subfamilies used in this study were subdivided into IAP, MMERVK and MMETn (ERVK) elements. IAPs and MMERVKs consist of multiple different subfamilies as annotated by Repbase (Supplementary Figs. 1a and 4a), which we summarized under these broader terms. The classification is consistent with retrotransposon classification described in previous studies^1,75,76^.

Full-length retrotransposons were defined based on the Repbase repeat annotation. For full-length ERVK elements, we required the element to consist of an inner part with two flanking LTRs. First, elements annotated as inner parts (containing the keyword ‘int’) were merged if they belonged to the same subfamily and were located within maximal 200 bp of each other. Second, only the merged inner parts with an annotated ERVK LTR within a distance of, at most, 50 bp on each side were selected as full-length element candidates. For IAPs specifically, only LTRs that belonged to an IAP subfamily were considered. No size restrictions were applied on the inner parts or LTRs, which could lead to potential false positive candidates that are too truncated to be able to be transcribed, but, on the other hand, provides an unbiased definition of full-length repeat elements. The subfamily per element was defined based on the inner part. Inner parts flanked by only one LTR were termed half-length elements. LTRs without an inner part were termed solo LTRs. To provide a broad overview of potential full-length L1 elements, only annotated elements with a size of greater than 6 kb were shown. The genomic coordinates of retrotransposons are listed in Supplementary Table 2a–e.

### scRNA-seq processing

Fastq files for the wild-type timepoints E6.5 and E7.0 were downloaded from GEO (Supplementary Table 1c)^77^. For the wild-type time point E5.5 and the Trim28 KO, raw reads (fastq) were generated using Cell Ranger (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest) (v.4) from 10x Genomics Inc. with the command ‘cellranger mkfastq.’ Reads from all timepoints were aligned against the mouse genome (mm10), and barcodes and unique molecular identifiers were counted using ‘cellranger count’. Multiple sequencing runs were combined using ‘cellranger aggr.’

### Retrotransposon expression quantification

Global repeat expression quantification from RNA-seq, TT-SLAM-seq and scRNA-seq (Fig. 1e and Supplementary Fig. 4b-e) was carried out as described^40^. Briefly, to estimate the expression for each retrotransposon subfamily without bias due to gene expression, only reads not overlapping any gene were considered for the analysis. Reads overlapping splice sites, as well as reads with a high polyA content, were removed. The remaining reads were counted per subfamily only if they aligned uniquely or multiple times to elements of the same subfamily. Here, any annotated element of a specific subfamily from Repbase was considered independent of our full-length ERVK annotations. Reads aligning to multiple elements were counted only once. For scRNA-seq samples, reads were counted per subfamily, sample and cell state. The number of reads per subfamily was normalized by library size for RNA-seq and TT-SLAM-seq samples and normalized by reads aligning to genes and repeats for scRNA-seq samples. Fold change (FC) was calculated with respect to the DMSO or wild-type samples.

### Statistical tests

The statistical significance of the difference of IAP expression between DMSO control and dTAG timepoints for TT-SLAM-seq and RNA-seq was calculated using an unpaired two-sided *t*-test (Fig. 1e). Statistical significance of differences in FC (versus DMSO) in control versus 1-6 HD-treated cells was estimated with unpaired two-sided *t*-test (Extended Data Fig. 3e). All other tests are described in the figure legends.

### Definition of boxplot elements

In Figs. 1i and 4c,f–h,j, Extended Data Figs. 7c,e and 8b and Supplementary Fig. 7c, elements depicted in boxplots are as follows: middle line, median; box limits, upper and lower quartile; whiskers, 1.5× interquartile range. In Extended Data Figs. 2b–d and 5c, elements depicted in dot plots are as follows: middle line, mean; whiskers, s.d.; points, all data points.

### Statistics and reproducibility

For all RNA-FISH combined with IF experiments, the target combination of gene transcript and transcriptional activator was probed on one coverslip of mESCs and at least two viewpoints were acquired. The number of detected foci included in the radial plot analysis is indicated under *n*_foci_ in Figs. 1j, 2f,g, 3f and 4d and Extended Data Figs. 2b,d, 4d and 6j. For Fig. 2a,b, *n* indicates the number of analyzed nuclei collected from at least three viewpoints, whereas the total number of detected IAPez foci is indicated in Fig. 2c (1,774 for RNAPII and 2,735 for MED1). Colocalizing foci (distance <200 nm) from Fig. 2a,b are indicated in Fig. 2c (344 of 1,774 for RNAPII and 381 of 2,735 for MED1). In Fig. 1h, enhancer constituents with significant transcription (FPKM > 1) are included (n = 117 for super-enhancers, n = 153 for typical enhancers).

IAP RNA-FISH–RNAPII IF experiments were repeated three times. Images and analysis of one representative experiment are displayed in Fig. 2a, and those from a second replicate experiments in Extended Data Fig. 3a. IAP RNA-FISH–MED1/MED23 IF images are from one biological replicate staining experiment (Fig. 2b and Extended Data Fig. 3b). IF images of 1-6 HD-treatment experiments (Extended Data Fig. 3d) and *Cthrc1* RNA–NRF1 IF images are from one biological replicate staining experiment (Extended Data Fig. 4d).

For in vitro biochemistry experiments (Fig. 4e,i and Extended Data Figs. 7a,b,d,g,h and 8a), at least one independent slide containing the indicated mix was imaged and at least five independent viewpoints were acquired for each slide. Data are displayed as boxplots (Fig. 4f,g,h,j and Extended Data Figs. 7c,e,i and 8b), and each dot represents an individual droplet (*n* is the total number of droplets). In the boxplots, the lower box limit was set to the 25th percentile, upper box limit was set to the 75th percentile, the center line indicates the median and the whiskers represent the range within 1.5× interquartile. The following numbers of viewpoints and droplets were analyzed (formatted as condition per number of replicates per number of viewpoints per experiment per total number of droplets shown if the figure contains a boxplot): Fig. 4e,f,g, (IAP RNA: 0 nM; Fluorescein: 73 nM)/3/5/4,152, (3.7 nM)/3/5/1,337, (37 nM)/3/5/8,142, (73 nM)/3/5/11,018; Fig. 4h, (all conditions)/1/5/5 (each dot represents an image); Fig. 4i,j, (IAP RNA: 0 nM)/2/5/308, (15 nM)/2/5/332; Extended Data Fig. 7a–e, (IAP RNA: 0 nM; Fluorescein: 73 nM)/2/5/945, (3.7 nM)/2/5/293, (37 nM)/2/5/217, (73 nM)/2/5/321; Extended Data Fig. 7g, (all conditions)/2/5; Extended Data Fig. 7h,i, (mEGFP)/2/5/337, (NFYC-IDR-mEGFP)/2/5/434; Extended Data Fig. 8a,b, (IAP RNA-Cy5 all combinations)/1/5/5 images, (Maj Sat Repeat RNA-Cy5 all combinations)/1/10/10 images, (MiR290-295 SE RNA-Cy5 with MED1 IDR-mEGFP)/1/10/10 images and (MiR290-295 SE RNA-Cy5 with HP1α-mCherry)/1/20/20 images).

Sample sizes in Fig. 1k are as follows: left, sample size: 157 (DMSO), 112 (dTAG-13) cells; middle left, sample size: 157 (DMSO), 112 (dTAG-13) cells; middle, right, sample size: 2,591 (DMSO), 1,572 (dTAG-13) RNAPII clusters; right, number of RNAPII clusters per cell: sample size: 94 (DMSO), 59 (dTAG-13) cells.

Sample sizes in Fig. 4c are as follows: left panel shows SE constituents with FPKM > 0.05 (*n* = 163), middle panel contains SE-associated genes (*n* = 185) and right panel includes all active genes FPKM > 1 (*n* = 11,525).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-022-01132-w.

## Supplementary information

Supplementary Information Supplementary methods, figure legends, table legends, references and figures.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–6.

Supplementary Data 1 Uncropped gel images for Supplementary Fig. 2b

Supplementary Data 2 Uncropped gel images for Supplementary Fig. 2m.

Supplementary Data 3 Uncropped gel images for Supplementary Fig. 6b.

## Data Availability

All data are available in the Supplementary Information. Sequence data were deposited at GEO under the accession number GSE159468. Mass spectrometry data were deposited at ProteomeXchange under the accession ID PDX021895. Plasmids generated in the study are available at Addgene. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Uncropped blot images for Fig. 1d.
Source Data Fig. 3 Uncropped blot images for Fig. 3b.
Source Data Extended Data Fig. 2 Uncropped blot images for Extended Data Fig. 2f.
Source Data Extended Data Fig. 5 Uncropped blot images for Extended Data Fig. 5a,b.
Source Data Extended Data Fig. 9 Uncropped blot images for Extended Data Fig. 9a.

# Supplementary material for: Hijacking of transcriptional condensates by endogenous retroviruses
**Source:** Nat Genet. 2022 Jul 21;54(8):1238–47. doi: 10.1038/s41588-022-01132-w

Uncropped data of gel images from Extended Data Figure 5a.

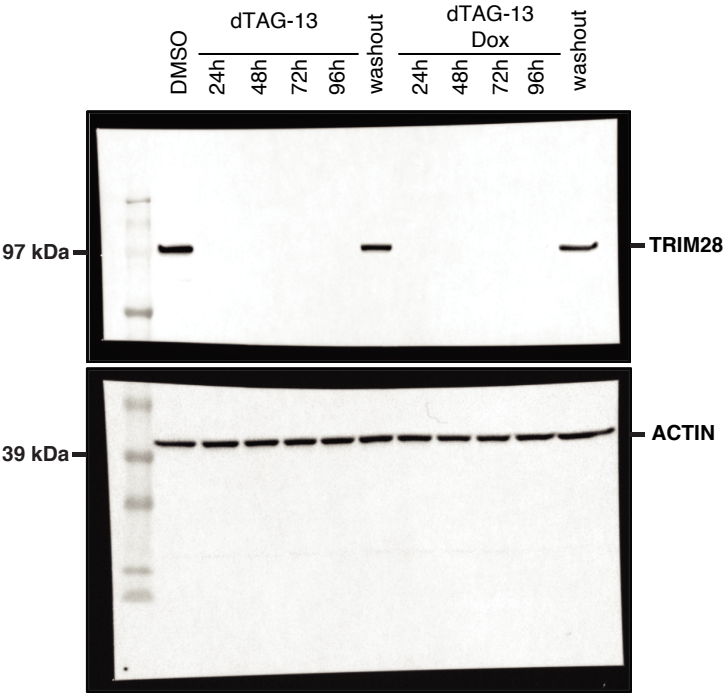

Uncropped data of gel images from Extended Data Figure 5b.

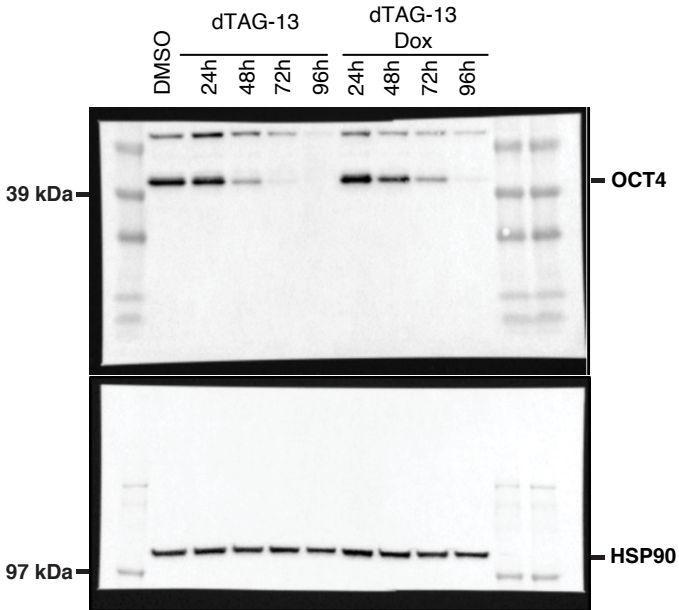

**Supplement:** Source Data Extended Data Fig. 5 — Uncropped blot images for Extended Data Fig. 5a,b.

How the deposited data were processed for this re-analysis (not part of the article)

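Nascent and steady-state RNA, histone marks, RNAPII and MED23 were measured in mESCs in which TRIM28 carries an FKBP tag and is degraded by 500 nM dTAG-13. TT-SLAM-seq covers 12 libraries, with 3 each in DMSO and after 2 h, 6 h and 24 h of dTAG-13. RNA-seq of the same line covers 15 libraries, with 3 each in DMSO and after 2 h, 6 h, 24 h and 96 h. RNA-seq of untagged parental V6.5 mESCs and of NPCs in DMSO adds 3 libraries each. The shERV line has 9 libraries made from total RNA, with 3 each in DMSO, with dTAG-13 for 24 h and with Dox + dTAG-13. ChIP-seq in DMSO and after 24 h of dTAG-13 has 3 libraries per group for H3K9me3 and H3K27Ac and 2 per group for RNAPII and MED23. Conditions were taken from the sample labels and, for the 3 shERV groups, from the paper, because the labels give 24 h of Dox before treatment for all of them.

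For TT-SLAM-seq, the authors removed rRNA reads with STAR, mapped with SLAM-DUNK and the GENCODE VM19 annotation, kept reads with T-to-C conversions and counted them per gene with htseq-count. The deposited TT-SLAM-seq values are FPKM per gene and library, scaled by the authors to gene length and to the counted reads, with no spike-in named. For RNA-seq, the authors deposited a StringTie gene table per library with TPM and FPKM, both scaled by the authors to length and depth, and with the mean read coverage of each gene. That coverage signal, as deposited, is not scaled by depth. It served only to compare depth between libraries, through a high percentile of its ratio to FPKM over strongly expressed genes. For ChIP-seq, the authors called peaks per library, in the layout of MACS, and each deposited peak has a fold enrichment over the caller's background. Each deposited peak also has -log10 p and -log10 q, computed by the authors' peak caller within its own library. The peaks carry no scaling by a reference genome, although one was added to the RNAPII libraries. Settings of the aligner of the RNA-seq and ChIP-seq reads and of the peak caller are not stated in the text at hand. Positions in the RNA-seq tables were checked against GENCODE vM21 on GRCm38, where 53495 of 54417 shared genes have the same chromosome, start and end. Gene IDs listed more than once in a StringTie table (from 6 to 13 per table) were summed.

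Depth was worked out per library. In TT-SLAM-seq a value is a whole number of reads times a step set by the length of the gene and the library, and the step was fitted on values of up to 20 reads. From 97.9% to 98.7% of these lay within 0.1 of a whole number, and the scaling totals per library are given with the TT-SLAM-seq data. For 37 of the 54435 gene IDs no length was found. In RNA-seq, relative depth ran from 0.328 to 1.73 of the median library. Numbers of deposited peaks are given with the ChIP-seq results.

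Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on the log2 scale after adding 0.5, with Benjamini-Hochberg adjustment. FPKM were used for TT-SLAM-seq and TPM for RNA-seq. Genes needed at least 0.5 FPKM or at least 1 TPM in at least 3 libraries of a fit. The libraries of an experiment were fitted together: TT-SLAM-seq (12), the RNA-seq time course (15), the shERV line (9), and the parental line, the tagged line in DMSO and NPCs (9). A gene was counted as changed at an adjusted p below 0.05 and a change of more than 2-fold, the thresholds the paper gives for TT-SLAM-seq, where the authors used DESeq2. With 3 libraries per group, genes whose groups do not overlap were also counted, and 10% of genes do so by chance.

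Gene lists were tested with camera of limma, with a correlation between genes of 0.01, and the value is the mean log2 change of the list minus that of the other tested genes. Adjustment was over the lists and comparisons of an experiment. Lists of pluripotency (20 genes), endoderm (30), 2-cell (26 symbols, 1 without a gene in the annotation), imprinted (36), interferon (30), feeder fibroblast (20) and neural genes (12) were written before the data were read. Lists of amino acid response and immediate early genes were written later. SE genes are the nearest active gene, by gene start, to each of the 231 listed SEs, active meaning a mean above 1 FPKM in the RNA-seq of DMSO samples, and the genes found higher and lower in TT-SLAM-seq at 24 h were tested as lists in other libraries. The NES was computed with fgsea 1.28.0 (its simple permutation method, 10000 permutations) on genes ranked by log2 fold change. Its p counts only permutations with a score of the same sign, so it rests on fewer of them. For the 369 genes within 50 kb of an SE in RNA-seq at 24 h, an NES of -2.25 had a nominal permutation p of 0.333. Named in the text are 14 genes listed from the paper before the data were read, and the microRNA gene Mir290a for the miR290-295 transcript that was also on that list, and not every protein the paper mentions. For each comparison the 5 largest rises and the 5 largest falls among changed genes whose groups do not overlap were considered. Members of the gene lists that changed were considered too, and genes outside this rule are marked as chosen after their values were seen. The difference between the shERV line and the time course was tested as an interaction in limma over 17653 genes.

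Peaks were compared as the share of elements that overlap a peak by at least 1 bp, using the same number of strongest peaks by fold enrichment from every library. That number was 10000 for H3K9me3 and H3K27Ac, 5000 for RNAPII and MED23, and 1000 for every target at SEs. Shares were compared with a two-sided exact permutation test, whose smallest p is 0.1 for 3 libraries against 3 and 0.333 for 2 against 2. Chance overlap was taken from 20 shuffles of the elements on their chromosomes. Distances of genes to 780 MMERVKs and 445 MMETns were tested with Fisher's exact test within 100 kb. Tables were read and peaks counted with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and with data.table 1.17.8 in R.

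The procedures were tested on simulated data. Of 200 genes changed by a log2 of 2 in values drawn from the mean and spread of each gene, between 82.5% and 84.3% of those tested were recovered in TT-SLAM-seq and between 96.9% and 99.5% in RNA-seq, with 0 to 5 unchanged genes counted as changed per comparison. A list shifted by 0.5 was measured at 0.478 to 0.541, and 0 of 20 lists without a shift had a p below 0.05. Simulated genes were drawn independently of each other, so this cannot show whether correlated genes make the list test call too often. Among simulated peak lists with known overlaps, 0 elements were counted wrongly.

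Alternatives changed 1 choice at a time. They were a pseudocount of 0.1 or of 1, no filter, a strict filter (a mean of at least 5), a fit of only the 2 groups compared, the replicate number as a block, centring of each library on its median, FPKM in place of TPM and leaving out each library in turn. Lists were also tested with camera's estimated correlation and with fry, and SE genes also with fgsea and with all 369 active genes within 50 kb of an SE. Peaks were also counted with all deposited peaks, with 0.5 of the number of strongest peaks, ranked by -log10 p, and with a peak midpoint within 1 kb. Distances to ERVs of 50 kb and 20 kb were tried as well. A minimum of 10 reads, limma's voom on recovered reads and rescaling without 3 rRNA-related genes were added after the data were seen. So was centring for the difference between the lines. The NES at 24 h of TT-SLAM-seq was computed under every alternative run for the TT-SLAM-seq values.

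The list of IAPs at hand holds 1997 elements and ends early, so IAPs were not tested as a group. Reads on ERVs, transcription of the SEs, Hi-C contacts, single-cell RNA-seq and imaging were not analysed here, and the input libraries of ChIP-seq were not used here.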

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

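The tests of the difference between the cell lines, of the amino acid response genes and of each explanation given here were chosen only after the result was seen, whereas the comparison of the 2-cell genes between the parental and the tagged line was planned.

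Cells of the time course and cells of the shERV line were both given dTAG-13 for 24 h, and the difference between these effects was tested in a single limma fit of 17653 genes. Effects differed past both thresholds for 1540 genes. Of the 272 genes changed past both thresholds in each line, 5 changed in opposite directions. The fall of the pluripotency genes was larger in the shERV line, with a mean of -0.42 for the difference (camera adjusted p = 0.0021, fry 0.000595, 5 of 20 genes with a higher value there). For 2-cell genes the difference was 1.20 (camera adjusted p = 1.05e-10, fry 1.83e-05, 25 of 25 genes with a higher value in the shERV line), from means of -0.21 in the time course and 0.99 in the shERV line. Differences of the lists nearest to SEs (-0.06, adjusted p = 0.253), of imprinted genes (0.13, 0.537), interferon genes (-0.20, 0.253) and endoderm genes (0.18, 0.459) were not past the threshold with camera. With fry they were past it for the imprinted (0.0219) and the interferon genes (0.00119). Nanog rose by 0.54 (log2) in the time course and changed by -1.06 in the shERV line, a difference of -1.61 (limma adjusted p = 2.03e-07). Dcaf13 changed by -0.28 and 0.13, a difference of 0.41 (limma adjusted p = 0.000445), and its value in the shERV line became -0.03 when libraries were centred. Genes that moved in the same direction in both lines but by different amounts were Fgf4 (-0.79 and -1.72, difference -0.93, limma adjusted p = 5.03e-07), Sox2 (-0.64 and -1.41, difference -0.77, 3.18e-05) and Fzd6 (1.42 and 0.95, difference -0.47, 0.000978). The same holds for Mycn (-2.07 and -1.53, difference 0.54, limma adjusted p = 0.000344), Trim28 (-0.74 and -0.39, difference 0.36, 0.000624) and Pou5f1 (-1.12 and -0.84, difference 0.28, 0.00936). When each library was centred on its median, every gene moved by the same amount, 0.285 down in the time course and 0.165 down in the shERV line, so every difference between the lines rose by 0.12. The differences of these 8 genes then kept their direction, with limma adjusted p from 5.77e-08 to 0.00123, and were 0.40 for Pou5f1, -0.35 for Fzd6 and 0.48 for Trim28, for example. Those of Gata6 and Klf4 changed from near 0 to 0.12 and 0.10 (adjusted p = 0.581 and 0.229), and Rims2 newly passed an adjusted p of 0.05 (0.28, from 0.16). With centring, 1455 genes differed past both thresholds. A higher starting level of the 2-cell genes in the time course could lie behind their difference. Their mean log2 level in DMSO was 3.23 there and 3.01 in the shERV line, a gap of 0.219. The gap has the direction this predicts and is small beside 1.20, but the kits differed between the lines. In the time course the level reached 3.75 at 96 h, which argues against a ceiling in DMSO. A smaller part for the starting level cannot be told apart from other causes. The library kit cannot be told apart from the cell line as a cause of the 1.198, since all libraries of a line were made with 1 kit. Doxycycline, which the labels give for every shERV group, and other differences between the lines, such as the hairpins, stay open and were not tested.

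Genes of the amino acid response were among the largest falls in RNA-seq 2 h after dTAG-13, a group of genes the paper does not discuss, and a list of 24 was put together after these top genes were seen. Relative to the other genes, its mean was -0.67 at 2 h (0 of 24 above 0, camera adjusted p = 1.74e-19), -1.16 at 6 h (1 of 24, 1.01e-25), -1.03 at 24 h (3 of 24, 3.13e-09) and -1.07 at 96 h (7 of 24, 0.00406). Chac1 had 27.6 TPM in DMSO, 1.57 TPM at 2 h, 4.22 TPM at 6 h and 2.53 TPM at 24 h. Its log2 change at 2 h ran from -3.86 to -3.66 over the fits without 1 library. All 4 time points were compared with the same 3 DMSO libraries. In TT-SLAM-seq the 20 tested genes had means of -0.09 at 2 h (4 of 20 above 0, camera adjusted p = 0.0356), 0.07 at 6 h (15 of 20, 0.259) and 0.06 at 24 h (15 of 20, 0.598). With dTAG-13 in the shERV line, the 23 tested genes had a mean of -0.10 (9 above 0, camera adjusted p = 0.125). Lower transcription after dTAG-13 cannot be told apart from other causes: TT-SLAM-seq had 0.068 at 6 h, a time at which RNA-seq had -1.16, but it came from other cultures with their own DMSO libraries. Fresh medium given with dTAG-13 cannot be told apart from an effect of dTAG-13, since the fall was still -1.032 at 24 h but when the DMSO cultures last got medium is not stated, while dTAG-13 was given in medium that was changed daily. The state of the 3 DMSO cultures cannot be told apart either: the list was 0.299 higher in the parental line than in these libraries (14 of 24 above 0, camera adjusted p = 0.00405), but the parental cultures are a different line whose own state is not known. Chac1 had 16.7 TPM in that line. The mean of -0.10 in the shERV line, against -1.03 in the time course at 24 h, argues against loss of TRIM28 as the only cause at that time. The lines differ in kit as well, and TRIM28 protein was not measured in the shERV libraries, so a part for its loss stays open. Faster decay of these RNAs is a biological explanation that was not tested.

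2-cell genes were lower in the parental line than in TRIM28-FKBP cells in DMSO, a comparison for which the paper gives no values of these genes. Their mean relative to the other genes was -2.47 (1 of 25 above 0, camera adjusted p = 3.39e-10), between -3.14 and -2.08 over the alternatives, with adjusted p from 6.47e-16 to 0.00219. On the log2 scale their mean level was 0.579 in the parental line and 3.23 in the tagged line. RNA of feeder cells in the parental libraries would dilute transcripts of ESCs alike, and the pluripotency genes were instead higher in the parental line by 1.23, which argues against it. Partial loss of TRIM28 function in the tagged line is a candidate explanation, as Trim28 mRNA had 1398 TPM in the parental and 624 TPM in the tagged line. Genes found higher in TT-SLAM-seq after 24 h of dTAG-13 go with it: their mean in the parental line was -0.306 (46 of 155 above 0, camera adjusted p = 0.0146, from 2.66e-09 to 0.229 over the alternatives). Genes found lower in TT-SLAM-seq should then be higher in the parental line, and their mean was -0.326 (21 of 62 above 0, camera adjusted p = 0.323). Over the alternatives that adjusted p ran from 1.93e-07 with fry to 0.844, so for these genes partial loss cannot be told apart from its absence. Pluripotency genes and genes nearest to an SE, which fell in RNA-seq after dTAG-13, were higher in the parental line, by 1.23 and 0.285. The latter had a camera adjusted p of 2.43e-05 (0.00271 with an estimated correlation, 1.3e-08 with fry). Both lists go with partial loss, but they share 15 genes and could also differ through the clone or the culture. Degradation of TRIM28 in the tagged line did not raise the 2-cell genes at 24 h (-0.208, camera adjusted p = 0.187) and raised them by 0.38 at 96 h (0.0455), small beside the -2.47, while in the shERV line they rose by 0.98 at 24 h. The 96 h value was 0.37 and no longer past the threshold without DMSO replicate 1 or DMSO replicate 2. These rises argue against a ceiling in DMSO. Partial loss still cannot be told apart from other causes by this, since the effect of a loss that lasted 24 h or 96 h need not equal that of a standing one. Single genes went both ways. Mest went against it, with 64.3 TPM in the parental line, 0.442 TPM in the tagged line and 62.9 TPM after 96 h of dTAG-13. Alox15 went with it, with 0.380 TPM in the parental line, 3.20 TPM in the tagged line and 65.7 TPM after 24 h. So did Cthrc1, with 2.82, 16.5 and 241 TPM. All were taken up here after their values were seen, so they do not decide it. Other differences between the lines, such as the clone and the culture, stay open and were not tested.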

How the results depend on the processing

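The alternatives chosen only after seeing the data were a minimum of 10 recovered reads, the test on recovered reads, the rescaling without 3 rRNA-related genes (all for TT-SLAM-seq), and for the distance to ERVs the fits without 1 library and the test of the lower genes, and centring for the difference between the shERV line and the time course, which was run with that 1 alternative only. The other alternatives, like the settings behind the values at the claims, were chosen before the data were examined. Each of the 238 results was recomputed with 1 choice changed at a time, which gave 3227 values besides those at the claims. Of these, 2881 kept their direction and their side of the threshold (for counts, lay within 1.5 times the reported count), 87 were no longer past it, 72 were newly past it, 77 changed direction and 110 counts or shares moved. In what follows, the reported value stands in parentheses after the value under the alternative, counts are of genes past both thresholds, and values for lists are mean log2 differences from the other genes. Unless a reason is given, the cause of a change was not tested.

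Among the counts that moved by over 1.5 times with a pseudocount of 0.1, the genes counted as higher were 42 (17) at 2 h, 115 (50) at 6 h and 899 (333) at 24 h in TT-SLAM-seq, and 75 (45) at 2 h and 262 (139) at 6 h in RNA-seq. The lower ones were 30 (13) at 2 h and 203 (121) at 24 h in TT-SLAM-seq, 36 (22) at 2 h in RNA-seq, and 0 (2) for Dox + dTAG-13 against DMSO in the shERV line. For a pseudocount of 1, the genes counted as higher were 30 (50) at 6 h and 158 (333) at 24 h in TT-SLAM-seq, and 67 (139) at 6 h in RNA-seq. The lower genes then were 7 (13) at 2 h and 15 (26) at 6 h in TT-SLAM-seq, 22 (34) at 6 h in RNA-seq, and 209 (317) for Dox + dTAG-13 against dTAG-13 in the shERV line. By construction a larger pseudocount draws the fold change of weakly expressed genes towards 0. Testing every gene above 0 in any library, the genes counted as higher were 31 (50) at 6 h in TT-SLAM-seq. The lower ones were 5 (13) at 2 h and 15 (26) at 6 h in TT-SLAM-seq, and 0 (2) for Dox + dTAG-13 against DMSO in the shERV line. Keeping only genes with a mean of at least 5, the genes counted as higher were 8 (17) at 2 h, 4 (50) at 6 h and 24 (333) at 24 h in TT-SLAM-seq, 23 (45) at 2 h, 41 (139) at 6 h, 788 (1819) at 24 h and 2241 (3634) at 96 h in RNA-seq, 151 (385) for dTAG-13 against DMSO, 0 (1) for Dox + dTAG-13 against DMSO and 123 (241) for Dox + dTAG-13 against dTAG-13 in the shERV line, and 216 (393) for the parental line and 2852 (4522) for NPCs against the tagged line. The lower genes then were 1 (13) at 2 h, 6 (26) at 6 h and 36 (121) at 24 h in TT-SLAM-seq, 8 (22) at 2 h, 17 (34) at 6 h, 197 (360) at 24 h and 1311 (2228) at 96 h in RNA-seq, 112 (232) for dTAG-13 against DMSO, 1 (2) for Dox + dTAG-13 against DMSO and 114 (317) for Dox + dTAG-13 against dTAG-13 in the shERV line, and 728 (1598) for the parental line and 1907 (3608) for NPCs against the tagged line. All 24 counts moved with this filter, which by its construction tests fewer genes. Fitting only the 2 groups compared, the genes counted as higher were 7 (17) at 2 h in TT-SLAM-seq, and 3 (1) for Dox + dTAG-13 against DMSO in the shERV line. The lower ones were 2 (13) at 2 h and 12 (26) at 6 h in TT-SLAM-seq. Where each library was centred on its median, the genes counted as higher were 141 (333) at 24 h in TT-SLAM-seq, 92 (139) at 6 h and 886 (1819) at 24 h in RNA-seq, 246 (385) for dTAG-13 against DMSO in the shERV line, and 624 (393) for the parental line against the tagged line. The lower genes then were 241 (121) at 24 h in TT-SLAM-seq, 919 (360) at 24 h and 3364 (2228) at 96 h in RNA-seq, and 353 (232) for dTAG-13 against DMSO and 1 (2) for Dox + dTAG-13 against DMSO in the shERV line. Centring subtracts the same amount from all genes of a comparison, e.g. 0.243 (log2) in TT-SLAM-seq at 24 h and -0.194 for the parental line. By construction a positive amount lowers each log2 change and a negative one raises it, but counts need not follow. When FPKM replaced TPM, the genes counted as higher were 28 (45) at 2 h, 52 (139) at 6 h and 1037 (1819) at 24 h in RNA-seq, 201 (385) for dTAG-13 against DMSO in the shERV line, and 255 (393) for the parental line against the tagged line. The lower ones were 12 (22) at 2 h, 19 (34) at 6 h and 226 (360) at 24 h in RNA-seq, 175 (317) for Dox + dTAG-13 against dTAG-13 in the shERV line, and 890 (1598) for the parental line against the tagged line. Requiring at least 10 recovered reads in 3 libraries, the genes counted as higher were 221 (333) at 24 h in TT-SLAM-seq. The lower genes then were 6 (13) at 2 h in TT-SLAM-seq. Under the test on recovered reads, the genes counted as higher were 123 (17) at 2 h, 184 (50) at 6 h and 1206 (333) at 24 h in TT-SLAM-seq. The numbers of lower genes were 264 (13) at 2 h, 156 (26) at 6 h and 1238 (121) at 24 h in TT-SLAM-seq. After rescaling without the rRNA-related genes, the genes counted as higher were 30 (17) at 2 h and 191 (333) at 24 h in TT-SLAM-seq. Those counted as lower were 40 (13) at 2 h, 68 (26) at 6 h and 393 (121) at 24 h in TT-SLAM-seq.

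Each comparison was refitted without 1 of its libraries at a time, 6 fits per comparison of 3 libraries against 3. Higher genes in TT-SLAM-seq at 2 h ranged from 8 (without dTAG-13 2 h replicate 1) to 34 (without DMSO replicate 3), against 17 with all libraries. Lower genes in TT-SLAM-seq at 2 h ranged from 3 (without DMSO replicate 2 or dTAG-13 2 h replicate 1) to 23 (without DMSO replicate 3), against 13 with all libraries. Higher genes in TT-SLAM-seq at 6 h ranged from 21 (without DMSO replicate 1) to 88 (without DMSO replicate 3), against 50 with all libraries. Lower genes in TT-SLAM-seq at 6 h ranged from 6 (without DMSO replicate 1 or DMSO replicate 2 or dTAG-13 6 h replicate 1) to 47 (without DMSO replicate 3), against 26 with all libraries. Lower genes in TT-SLAM-seq at 24 h ranged from 81 (without DMSO replicate 1) to 183 (without DMSO replicate 3), against 121 with all libraries. Higher genes in the shERV line for Dox + dTAG-13 against DMSO ranged from 0 (without DMSO replicate 1) to 2 (without Dox + dTAG-13 replicate 2 or Dox + dTAG-13 replicate 3), against 1 with all libraries. Lower genes in the shERV line for Dox + dTAG-13 against DMSO ranged from 0 (without DMSO replicate 1 or DMSO replicate 3 or Dox + dTAG-13 replicate 3) to 1 (without DMSO replicate 2 or Dox + dTAG-13 replicate 1 or Dox + dTAG-13 replicate 2), against 2 with all libraries. With all libraries, this last comparison has 2761 higher and 150 lower genes at an unadjusted p below 0.05, and 606 and 1028 after centring. In the other counts, no fit moved the number by more than 1.5 times.

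With camera's estimated correlation the means are the same by construction, and 25 of them were no longer past the threshold, with adjusted p from 0.0586 to 0.529. Their values were 0.21 at 2 h and 0.12 at 6 h in TT-SLAM-seq, -0.059 at 2 h, -0.13 at 6 h, -0.33 at 24 h and -0.86 at 96 h in RNA-seq, and -0.40 for dTAG-13 against DMSO and 0.38 for Dox + dTAG-13 against dTAG-13 in the shERV line for SE genes. For pluripotency genes they were 0.35 at 2 h and -0.55 at 24 h in TT-SLAM-seq, -0.40 at 6 h, -0.98 at 24 h and -3.04 at 96 h in RNA-seq, and 1.38 for Dox + dTAG-13 against dTAG-13 in the shERV line. For endoderm genes they were -0.17 at 6 h and 0.94 at 96 h in RNA-seq. For 2-cell genes they were 0.19 at 6 h and 0.38 at 96 h in RNA-seq, and 0.98 for dTAG-13 against DMSO and -0.94 for Dox + dTAG-13 against dTAG-13 in the shERV line. For interferon genes they were 0.42 at 24 h in RNA-seq. For imprinted genes they were 1.00 at 96 h in RNA-seq. For feeder fibroblast genes they were 2.64 at 96 h in RNA-seq. For genes higher in TT-SLAM-seq at 24 h they were 0.41 for dTAG-13 against DMSO and -0.37 for Dox + dTAG-13 against dTAG-13 in the shERV line.

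With fry, whose value is the mean of the list itself and not its difference from the other genes, 7 means changed direction, namely 0.051 (-0.018) at 6 h in TT-SLAM-seq, and 0.043 (-0.038) for Dox + dTAG-13 against DMSO in the shERV line for pluripotency genes. There were also 0.089 (-0.11) at 24 h in TT-SLAM-seq, and 0.063 (-0.018) for Dox + dTAG-13 against DMSO in the shERV line for SE genes, and 0.059 (-0.022) for Dox + dTAG-13 against DMSO in the shERV line for imprinted genes. To these come 0.069 (-0.012) for Dox + dTAG-13 against DMSO in the shERV line for feeder fibroblast genes, and -0.13 (0.055) for the parental line against the tagged line for neural genes. In the same setting, 21 means newly passed the threshold, namely -0.24 (-0.20) at 2 h and 0.42 (0.22) at 24 h in TT-SLAM-seq, -0.077 (-0.073) at 2 h, 0.21 (0.15) at 6 h and 0.72 (0.59) at 96 h in RNA-seq, 0.37 (0.23) for dTAG-13 against DMSO and -0.28 (-0.23) for Dox + dTAG-13 against dTAG-13 in the shERV line, and -0.62 (-0.44) for the parental line against the tagged line for interferon genes. Added to these were 0.26 (0.061) at 24 h in TT-SLAM-seq, -0.0040 (-0.060) at 6 h and 0.27 (0.079) at 24 h in RNA-seq, 0.33 (0.19) for dTAG-13 against DMSO and -0.27 (-0.22) for Dox + dTAG-13 against dTAG-13 in the shERV line, and 0.21 (0.10) for NPCs against the tagged line for imprinted genes, and 0.24 (0.052) at 24 h in RNA-seq, 0.28 (0.14) for dTAG-13 against DMSO and -0.21 (-0.15) for Dox + dTAG-13 against dTAG-13 in the shERV line, and -0.71 (-0.82) for NPCs against the tagged line for feeder fibroblast genes. These were joined by 0.12 (0.039) for Dox + dTAG-13 against DMSO in the shERV line, and -0.17 (-0.28) for NPCs against the tagged line for genes higher in TT-SLAM-seq at 24 h, and -0.51 (-0.33) for the parental line against the tagged line for genes lower in TT-SLAM-seq at 24 h. With this change 1 mean fell short of it, namely -0.041 (-0.12) for Dox + dTAG-13 against DMSO in the shERV line for genes lower in TT-SLAM-seq at 24 h. Where the median gene moved, the mean of a list and its difference from the other genes can by construction have opposite signs. Without a filter, 4 means changed direction, namely 0.025 (-0.018) at 6 h in TT-SLAM-seq for pluripotency genes. Added to these were 0.0012 (-0.069) at 6 h in TT-SLAM-seq for interferon genes, and 0.019 (-0.018) for Dox + dTAG-13 against DMSO in the shERV line for SE genes. These were joined by 0.0055 (-0.022) for Dox + dTAG-13 against DMSO in the shERV line for imprinted genes. In the same setting, 11 means newly passed the threshold, namely 0.11 (0.061) at 24 h in TT-SLAM-seq, and 0.27 (0.19) for dTAG-13 against DMSO and -0.26 (-0.22) for Dox + dTAG-13 against dTAG-13 in the shERV line for imprinted genes. To these come 0.12 (0.22) at 24 h in TT-SLAM-seq, 0.52 (0.59) at 96 h in RNA-seq, and 0.19 (0.23) for dTAG-13 against DMSO and -0.16 (-0.23) for Dox + dTAG-13 against dTAG-13 in the shERV line for interferon genes, and -0.090 (-0.091) at 2 h in RNA-seq for pluripotency genes. Further ones were 0.18 (0.14) for dTAG-13 against DMSO and -0.19 (-0.15) for Dox + dTAG-13 against dTAG-13 in the shERV line for feeder fibroblast genes, and 0.066 (0.039) for Dox + dTAG-13 against DMSO in the shERV line for genes higher in TT-SLAM-seq at 24 h. With this change 1 mean fell short of it, namely -0.16 (-0.31) for the parental line against the tagged line for genes higher in TT-SLAM-seq at 24 h. With genes of a mean of at least 5 only, 5 means changed direction, namely 0.21 (-0.018) at 6 h in TT-SLAM-seq for pluripotency genes. There were also 0.051 (-0.11) at 24 h in TT-SLAM-seq for SE genes, and -0.027 (0.016) at 2 h in RNA-seq for imprinted genes. To these come -0.0098 (0.055) for the parental line against the tagged line for neural genes, and 0.019 (-0.44) for the parental line against the tagged line for interferon genes. In the same setting, 3 means newly passed the threshold, namely 0.32 (0.15) at 6 h in RNA-seq for interferon genes. Added to these were -0.042 (-0.038) for Dox + dTAG-13 against DMSO in the shERV line for pluripotency genes, and -2.25 (-0.82) for NPCs against the tagged line for feeder fibroblast genes. Here 4 means no longer passed it, namely -0.13 (-0.55) at 24 h in TT-SLAM-seq for pluripotency genes. There were also 0.32 (0.38) at 96 h in RNA-seq for 2-cell genes, and 0.68 (1.24) for the parental line against the tagged line for feeder fibroblast genes. To these come -2.05 (-2.16) for NPCs against the tagged line for interferon genes. Lists and genes left without a tested gene by this filter have no value there (76 of 82 lists and 68 of 96 genes have one). After centring, which leaves these differences as they are but alters their test, 6 means newly passed the threshold, namely 0.15 (0.15) at 6 h and 0.59 (0.59) at 96 h in RNA-seq for interferon genes. These were joined by -0.018 (-0.018) for Dox + dTAG-13 against DMSO in the shERV line for SE genes, and -0.038 (-0.038) for Dox + dTAG-13 against DMSO in the shERV line for pluripotency genes. There were also -0.022 (-0.022) for Dox + dTAG-13 against DMSO in the shERV line for imprinted genes, and -0.33 (-0.33) for the parental line against the tagged line for genes lower in TT-SLAM-seq at 24 h. Short of the threshold came 2 means, namely -0.17 (-0.17) at 6 h in RNA-seq for endoderm genes. Further ones were 0.38 (0.38) at 96 h in RNA-seq for 2-cell genes. With SE genes taken within 50 kb of an SE, 1 mean newly passed the threshold, namely -0.19 (-0.11) at 24 h in TT-SLAM-seq for SE genes. With this change 2 means fell short of it, namely 0.020 (0.12) at 6 h in TT-SLAM-seq, and -0.045 (-0.059) at 2 h in RNA-seq for SE genes. The rank test of fgsea gives an NES in place of a mean, which was -1.35 for SE genes in TT-SLAM-seq at 24 h (-0.11, newly past the threshold) and 0.793 for Dox + dTAG-13 against DMSO in the shERV line (-0.02, other direction). The NES of -1.35 changed direction with no filter (0.815) and without DMSO replicate 1, running from -1.49 (without DMSO replicate 3) to 0.823 over the fits without 1 library, and was no longer past a nominal p of 0.05 with a pseudocount of 0.1 (-1.13), with the strict filter (-0.825), without DMSO replicate 2 (-1.20) and without dTAG-13 24 h replicate 3 (-1.11). With FPKM, 1 mean newly passed the threshold, namely -0.038 (-0.038) for Dox + dTAG-13 against DMSO in the shERV line for pluripotency genes. It was missed by 1 mean past it before, namely 0.36 (0.38) at 96 h in RNA-seq for 2-cell genes. In fits of 2 groups, 1 mean newly passed the threshold, namely -0.092 (-0.091) at 2 h in RNA-seq for pluripotency genes. With the pseudocount of 0.1, 1 mean changed direction, namely -0.00062 (0.0047) for Dox + dTAG-13 against DMSO in the shERV line for interferon genes. On recovered reads, 1 mean changed direction, namely 0.29 (-0.069) at 6 h in TT-SLAM-seq for interferon genes. In the same setting, 3 means newly passed the threshold, namely -0.36 (-0.20) at 2 h and 0.81 (0.22) at 24 h in TT-SLAM-seq for interferon genes. Further ones were -0.24 (-0.11) at 24 h in TT-SLAM-seq for SE genes. Without the rRNA-related genes, 2 means newly passed the threshold, namely -0.25 (-0.20) at 2 h in TT-SLAM-seq for interferon genes. These were joined by -0.17 (-0.11) at 24 h in TT-SLAM-seq for SE genes. The pseudocount of 1 and the minimum of 10 reads changed no direction and no side of the threshold in the lists for which they were run.

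Without 1 library at a time, 22 of 492 means of lists changed their direction or side. For pluripotency genes, the mean ran in TT-SLAM-seq at 6 h from -0.10 (without DMSO replicate 3) to 0.054 (without dTAG-13 6 h replicate 1), and in RNA-seq at 2 h from -0.11 (without DMSO replicate 3) to -0.072 (without DMSO replicate 2), and in the shERV line for Dox + dTAG-13 against DMSO from -0.056 (without DMSO replicate 1) to -0.0061 (without DMSO replicate 3). For imprinted genes, the mean ran in TT-SLAM-seq at 24 h from -0.0070 (without dTAG-13 24 h replicate 3) to 0.066 (without DMSO replicate 1), and in RNA-seq at 2 h from -0.00012 (without dTAG-13 2 h replicate 3) to 0.025 (without dTAG-13 2 h replicate 1). For SE genes, the mean ran in RNA-seq at 2 h from -0.068 (without dTAG-13 2 h replicate 1) to -0.051 (without dTAG-13 2 h replicate 2). For endoderm genes, the mean ran in RNA-seq at 2 h from -0.064 (without DMSO replicate 3) to 0.0046 (without DMSO replicate 2), and in RNA-seq at 6 h from -0.21 (without DMSO replicate 3) to -0.13 (without dTAG-13 6 h replicate 3). For 2-cell genes, the mean ran in RNA-seq at 2 h from 0.0063 (without dTAG-13 2 h replicate 2) to 0.094 (without dTAG-13 2 h replicate 3), and in RNA-seq at 96 h from 0.37 (without DMSO replicate 1) to 0.47 (without dTAG-13 96 h replicate 1), and in the shERV line for Dox + dTAG-13 against DMSO from -0.021 (without DMSO replicate 1) to 0.064 (without DMSO replicate 3). For feeder fibroblast genes, the mean ran in RNA-seq at 2 h from -0.054 (without dTAG-13 2 h replicate 1) to 0.0085 (without dTAG-13 2 h replicate 3), and in the shERV line for Dox + dTAG-13 against DMSO from -0.029 (without Dox + dTAG-13 replicate 3) to 0.011 (without Dox + dTAG-13 replicate 1). For interferon genes, the mean ran in the shERV line for Dox + dTAG-13 against DMSO from -0.0021 (without Dox + dTAG-13 replicate 2) to 0.0092 (without Dox + dTAG-13 replicate 3), and against the tagged line for the parental line from -0.57 (without parental V6.5 replicate 3) to 0.059 (without DMSO replicate 1). For neural genes, the mean ran against the tagged line for the parental line from -0.00021 (without DMSO replicate 3) to 0.094 (without parental V6.5 replicate 1).

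Among the 96 values of named genes, some changed direction. With centring they were Dcaf13 -0.021 (0.22) at 24 h in TT-SLAM-seq, and -0.031 (0.13) for dTAG-13 against DMSO in the shERV line, Sox2 -0.0025 (0.065) at 6 h in TT-SLAM-seq, Nanog -0.017 (0.050) at 6 h in TT-SLAM-seq, and -0.052 (0.041) for Dox + dTAG-13 against DMSO in the shERV line. The others with centring were Trim28 -0.018 (0.075) for Dox + dTAG-13 against DMSO in the shERV line, Klf4 -0.043 (0.050) for Dox + dTAG-13 against DMSO in the shERV line, Fgf4 -0.047 (0.046) for Dox + dTAG-13 against DMSO in the shERV line. On recovered reads they were Dcaf13 -0.056 (0.22) at 24 h in TT-SLAM-seq, Sox2 -0.054 (0.065) at 6 h in TT-SLAM-seq and Nanog -0.072 (0.050) at 6 h in TT-SLAM-seq. Without the rRNA-related genes they were Dcaf13 -0.088 (0.22) at 24 h in TT-SLAM-seq, Sox2 -0.18 (0.065) at 6 h in TT-SLAM-seq, Sall1 -0.087 (0.13) at 6 h in TT-SLAM-seq and Nanog -0.17 (0.050) at 6 h in TT-SLAM-seq. With FPKM, Nanog changed direction in the shERV line, to -0.0012 (0.04) for Dox + dTAG-13 against DMSO. By construction centring subtracts the same amount from all genes of a comparison. Between the lines, Gata6 changed to 0.12 (-0.0017) and Klf4 to 0.10 (-0.019). In the fits without 1 library, 13 of 565 gene values changed direction. Pou5f1 in TT-SLAM-seq at 24 h ran from -0.21 (without DMSO replicate 1) to 0.013 (without DMSO replicate 3). Sox2 in TT-SLAM-seq at 6 h ran from -0.086 (without DMSO replicate 3) to 0.20 (without dTAG-13 6 h replicate 1). Nanog in TT-SLAM-seq at 6 h ran from -0.15 (without dTAG-13 6 h replicate 3) to 0.31 (without dTAG-13 6 h replicate 1). Klf4 in TT-SLAM-seq at 2 h ran from -0.070 (without DMSO replicate 3) to 0.35 (without DMSO replicate 1). Cthrc1 in TT-SLAM-seq at 2 h ran from -0.051 (without dTAG-13 2 h replicate 3) to 0.12 (without dTAG-13 2 h replicate 2). Nanog in the shERV line for Dox + dTAG-13 against DMSO ran from -0.0041 (without DMSO replicate 1) to 0.065 (without DMSO replicate 3). Pou5f1 in the shERV line for Dox + dTAG-13 against DMSO ran from -0.074 (without DMSO replicate 1) to 0.019 (without DMSO replicate 3). Besides changes of direction, 57 values of named genes changed, 43 of them no longer past the threshold and 14 newly past it. Of the 3 genes called between Dox + dTAG-13 and DMSO in the shERV line, Gm20431 was no longer past the adjusted p in 6 of the 6 fits, Gm12238 in 5 and Gm22884 in 1.

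At MMERVKs and MMETns, H3K9me3 and H3K27Ac differences kept their direction under all 4 alternatives and in the fits without 1 library, from -44.1 to -13.3 percentage points for H3K9me3 at MMERVKs. With 3 libraries against 3 or fewer, no exact permutation p here can fall below 0.1, so these tests say nothing about stability. With all deposited peaks, RNAPII at MMETns changed to -7.30 (0.674) percentage points and MED23 at MMERVKs to -0.0641 (11.0), and MED23 at MMETns shrank to 2.58 (22.5) and RNAPII at MMERVKs to 0.256 (1.41), where fewer peaks are listed after dTAG-13. With a peak midpoint within 1 kb, H3K27Ac at SEs changed to 0.144 (-0.144) and RNAPII at SEs to 0.433 (-1.30), and with peaks ranked by -log10 p RNAPII at SEs moved to 0 (-1.30). H3K27Ac at SEs ran from -1.95 (without dTAG-13 24 h replicate 1) to 1.30 (without dTAG-13 24 h replicate 2) over the fits without 1 library. With all deposited peaks H3K27Ac at SEs was at -12.1. MED23 at SEs ran from -19.7 to -12.3 percentage points over all settings. The odds ratio for higher genes near ERVs came past the threshold within 50 kb, at 2.06 (1.32), and within 20 kb, at 2.91, with p from 0.00248 to 0.747 over all alternatives, and without 1 library it ran from 1.15 (without dTAG-13 24 h replicate 2) to 1.61 (without DMSO replicate 1). That for the lower genes changed direction within 50 kb, at 0.525 (1.29), and within 20 kb, at 0.676, where 2 and 1 of the 121 genes were near, and without 1 library it ran from 0.814 (without dTAG-13 24 h replicate 3) to 1.37 (without DMSO replicate 1).

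Samples of different groups carry the same replicate numbers, so a fit with the replicate number as a block was run, and no count, list or named gene changed its direction or side of the threshold with it. With the replicate block, TT-SLAM-seq at 24 h gave 334 higher and 128 lower genes. Libraries with the same number were no more alike than others, with correlations of their deviations from the group means between -0.205 and 0.177, so the shared number does not show a pairing.

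In simulated changes of log2 2 the fraction recovered was 82.5% to 84.3% in TT-SLAM-seq and at least 96.9% in the RNA-seq comparisons, and whether depth or spread lies behind this was not tested. Of the 1691 tested genes of up to 200 bp, 1316 had a mean under 10 reads. The coverage tables of RNA-seq give relative depth only, so those values carry no counting error here.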

Differences from the paper's values

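Among the alternatives named here, the tests on recovered reads, with at least 10 reads and without the rRNA-related genes were chosen only after the values were seen, and the others were set before the data were examined.

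TT-SLAM-seq at 24 h gave 121 genes lower by more than 2-fold, against the paper's 300. Of the alternatives set before the data were examined, a pseudocount of 0.1 (203) and centring of each library on its median (241) gave a number within 1.5 times the paper's. The gap stayed with a pseudocount of 1 (83), without a filter (105), with the strict filter (36), with the replicate block (128), with a fit of only 2 groups (110) and in all 6 fits without 1 library (81 to 183). Without the rRNA-related genes, an alternative chosen after seeing the values, the number was 393, within 1.5 times the paper's, while it was 94 with at least 10 reads and 1238 on recovered reads, both also chosen after seeing the values. The number of higher genes, 333 against the paper's 250, lies within that limit, but it does not with the pseudocount of 0.1 (899) or with centring (141), so none of the alternatives set before the data were examined gave both numbers within it. Without the rRNA-related genes, chosen after seeing the values, both did (191 higher).

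At 2 h there were 17 higher genes against the paper's about 42 in Fig. 1g, read by eye, and 13 lower genes against the paper's about 38 in the same panel. A pseudocount of 0.1 closed both gaps, with 42 higher and 30 lower genes, and for the higher genes so did leaving out DMSO replicate 3 (34). The gaps stayed under the other alternatives set before the data were examined, with 7 to 22 higher and 1 to 23 lower genes. Rescaling without the rRNA-related genes, chosen after seeing the values, gave 30 higher and 40 lower genes, within 1.5 times the paper's numbers. At 6 h there were 26 lower genes against the paper's about 40 in Fig. 1g, read by eye. Centring on the median (31) and leaving out DMSO replicate 3 (47) closed that gap, and the other alternatives set before the data were examined, with 6 to 23 genes, did not. Without the rRNA-related genes there were 68 lower genes at 6 h, which does not close it.

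The NES of the genes nearest to an SE was -1.35 at 24 h, against the paper's -1.6. It rests on the nearest active gene of each SE, a list that need not be the paper's own list of SE-associated genes. None of the alternatives set before the data were examined closed the gap to within 0.05. Centring on the median came closest, with -1.66, followed by leaving out DMSO replicate 3 (-1.49) and by all active genes within 50 kb of an SE (-1.79). The others were a pseudocount of 0.1 (-1.13) or of 1 (-1.39), no filter (0.815), the strict filter (-0.825), the replicate block (-1.35), a fit of only 2 groups (-1.37) and the other 5 fits without 1 library, from -1.28 to 0.823. Of those chosen after seeing the values, at least 10 reads (-1.51), recovered reads (-1.79) and rescaling without the rRNA-related genes (-1.82) did not close it either.

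Fig. 1g marks Mycn, Fgf4, Klf4, Sox2 and Sall1 among the reduced genes, and 3 of these 5 passed both thresholds here. Sox2 had a log2 change of -0.96 and was past 2-fold when libraries were centred on their median (-1.20), without DMSO replicate 3 (-1.11) and without dTAG-13 24 h replicate 3 (-1.06). It was also past it on recovered reads (-1.39) and without the rRNA-related genes (-1.39), both chosen after seeing the values. Sall1 had a log2 change of -0.58 and was past 2-fold only on recovered reads (-1.10), a test chosen after seeing the values. It stayed short of 2-fold in every alternative that was set before the data were examined, centring on the median (-0.83) coming closest, and the strict filter leaves no value for it.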

Other observations

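In this part, the tests of the rRNA-related genes, of short genes, of immediate early genes, of IAPs beyond the list and of the Dox + dTAG-13 libraries, with the correlations between comparisons, were chosen only after the result was seen. The splits of the libraries, the other gene lists, the fit without the library of lowest depth and the test of MED23 peaks without those on listed ERVs were not.

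Each comparison has 3 libraries against 3, which can be split in 10 ways. For the number of genes past both thresholds, only the real split, 1 of the 10 splits of the 6 libraries, gave as many genes in each of the 12 comparisons. In TT-SLAM-seq the numbers were 30 at 2 h, 76 at 6 h and 454 at 24 h, and the next largest among the other splits were 3, 1 and 8. RNA-seq had 67, 173, 2179 and 5862 genes at 2 h, 6 h, 24 h and 96 h, and the next largest were 0, 1, 0 and 0. In the shERV line there were 617 genes for dTAG-13 against DMSO, 3 for Dox + dTAG-13 against DMSO and 558 between the treated groups, with 1, 2 and 1 in the next largest split. The parental line had 1991 genes and NPCs 8130, with 1 and 0 in the next largest split. The mean of SE genes was as far from 0 in 1 of the 10 splits in all 3 comparisons of TT-SLAM-seq, all 4 of RNA-seq, and for dTAG-13 in the shERV line against DMSO and against Dox + dTAG-13. For Dox + dTAG-13 against DMSO, 3 of the 10 splits gave a mean of SE genes as far from 0. Means of the genes found higher and lower in TT-SLAM-seq were as far from 0 in 1 of the 10 splits in each of the 3 comparisons of the shERV line. With 10 splits the share can never fall below 1 in 10, so grouping by chance cannot be told apart from the treatment by this count alone.

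The library of lowest depth in RNA-seq, dTAG-13 24 h replicate 1, had 0.328 of the median depth. Without it 2113 genes changed at 24 h, against 2179 with it, which argues against its depth as the cause of that number.

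The median gene of TT-SLAM-seq was 0.21 higher (log2) at 24 h than in DMSO. The rRNA-related genes Gm26917, Gm42418 and CT010467.1 together held 39.7%, 41.9% and 44.7% of the reads worked out for genes in the DMSO libraries and 24.0%, 19.8% and 22.4% at 24 h. At 2 h their share was 37.6%, 38.0% and 48.8%, and at 6 h it was 30.3%, 31.4% and 31.8%. After rescaling without their reads, the median was -0.0698, so the smaller share on these genes may explain the rise of the median. Whether that share fell through the removal of rRNA during the work-up or through the treatment was not tested. No spike-in is named, so whether transcription as a whole changed stays open.

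Of the 454 genes changed at 24 h in TT-SLAM-seq, 141 are at most 200 bp long. A mean of fewer than 10 reads lay behind 113 of these 141, and behind 1316 of all 1691 tested genes of that length. Of the short genes with so few reads 8.59% changed, and of the 375 with more reads 7.47%, an odds ratio of 1.16 (95% confidence interval 0.749 to 1.86, Fisher's exact test, p = 0.527). Few reads per gene therefore cannot be told apart from other causes of these changes, as the share was alike with few and with more reads. No biological explanation was tested.

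At 2 h of TT-SLAM-seq, a list of immediate early genes stood 0.86 above the other genes (17 of 18 above 0, camera adjusted p = 1.07e-14). Its mean was 0.31 at 6 h (16 of 18, 0.00607) and 0.21 at 24 h (12 of 18, 0.598). In RNA-seq it was 0.23 at 2 h (14 of 19, 2.53e-05), 0.06 at 6 h (13 of 19, 0.0222), -0.68 at 24 h (5 of 19, 0.000438) and -0.06 at 96 h (11 of 19, 0.618). The list has 23 genes and was written after top genes of the comparison had been seen. Without its members, 181 SE genes still had a mean of 0.183 at 2 h (127 above 0, camera adjusted p = 5.58e-11), which argues against immediate early genes as the whole cause of the rise of SE genes at that time. A response to dTAG-13 or to handling of the cells stays open and was not tested.

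Between Dox + dTAG-13 and DMSO in the shERV line 3 genes changed, with 2761 higher and 150 lower genes at an unadjusted p below 0.05, and 606 higher and 1028 lower after centring. Of the 1430 tested genes that rose in the RNA-seq time course at 24 h, the median change was 0.384 with dTAG-13 and 0.118 with Dox + dTAG-13, where that of all genes was 0.138 and 0.0851. For the 305 tested genes that fell in the time course, the medians were -0.498 and -0.00349. An absent effect of dTAG-13 in the Dox + dTAG-13 libraries would also leave few genes changed. Genes found lower in TT-SLAM-seq had a mean of -0.122 there (33 of 67 above 0), with a camera adjusted p of 1.01e-11 and a range from 1.16e-12 to 0.583 (fry) over the alternatives. Since the tests disagree on this list, and TRIM28 protein was not measured in these libraries, an absent effect of dTAG-13 cannot be told apart from a rescue by the hairpins.

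Comparisons that share libraries are correlated across genes even without any effect. In simulated data without effects the correlation was 0.498 for a pair of time points of TT-SLAM-seq that share the DMSO libraries, and 0.497 for RNA-seq. Observed values were 0.637 (2 h and 6 h), 0.439 (2 h and 24 h) and 0.534 (6 h and 24 h) in TT-SLAM-seq. In RNA-seq they were 0.509 for 2 h and 6 h, 0.162 for 2 h and 24 h, 0.124 for 2 h and 96 h, 0.496 for 6 h and 24 h, 0.172 for 6 h and 96 h and 0.392 for 24 h and 96 h. In the shERV line, the changes from DMSO to dTAG-13 and from dTAG-13 to Dox + dTAG-13 had a correlation of -0.919, where -0.487 is found without effects.

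At SEs, MED23 peaks were fewer after dTAG-13, a difference of -19.0 percentage points among the 1000 strongest peaks. New peaks at ERVs could have taken places among these. Without the peaks on listed ERVs (48 of the 1000 strongest in each dTAG-13 library) the difference was -17.7, which argues against displacement by these as the cause. Displacement by peaks on IAPs beyond the list, which ends early, cannot be told apart from a loss at SEs: with all deposited peaks, where no number is fixed, the difference was -17.5, but fewer peaks are listed after dTAG-13. With 2 libraries against 2 the smallest exact permutation p is 0.333. Lower enrichment of the dTAG-13 libraries as a whole was not tested here and stays open. The lowest fold enrichment among the 1000 strongest MED23 peaks goes with it, at 32.7 and 32.0 in DMSO and 14.3 and 14.6 after dTAG-13.

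Of the gene lists, 2-cell genes (25, all of which have at least 1 TPM in DMSO) had means relative to the other genes of 0.05 at 2 h (camera adjusted p = 0.219), 0.19 at 6 h (24 of 25 above 0, 0.00203), -0.21 at 24 h (0.187) and 0.38 at 96 h (21 of 25, 0.0455) in RNA-seq. At 96 h they were no longer past the threshold without DMSO replicate 1 (0.37) or DMSO replicate 2 (0.37). In the shERV line they had 0.98 with dTAG-13 (23 of 25, camera adjusted p = 3.71e-08), 0.03 with Dox + dTAG-13 (0.727) and -0.94 between the treated groups (3.28e-10). In NPCs the mean was -3.95 (0 of 25, camera adjusted p = 1.32e-09). Imprinted genes (36, of which 29 have at least 1 TPM in DMSO) had 0.06 at each time point of TT-SLAM-seq (camera adjusted p = 0.841, 0.649 and 0.313) and 1.00 at 96 h of RNA-seq (22 of 32 above 0, 0.0228). Their mean was -0.38 in the parental line (6 of 31, camera adjusted p = 0.00639) and 0.10 in NPCs (0.964). Interferon genes (30, of which 14 have at least 1 TPM in DMSO) had 0.22 at 24 h in TT-SLAM-seq (6 of 6 above 0, camera adjusted p = 0.313), and in RNA-seq 0.42 at 24 h (20 of 21, 0.0258) and 0.59 at 96 h (16 of 21, 0.0639). In the shERV line they had 0.23 with dTAG-13 (10 of 13, camera adjusted p = 0.248), and in NPCs -2.16 (4 of 16, 0.00552). Feeder fibroblast genes (20, of which 13 have at least 1 TPM in DMSO) had 2.64 at 96 h (17 of 17 above 0, camera adjusted p = 1.49e-06), 0.05 at 24 h (0.801), 1.24 in the parental line (13 of 18, 8.31e-05) and -0.82 in NPCs (0.315). Col1a1, an abundant member, had 8.16 TPM in DMSO, 11.3 TPM at 24 h, 183 TPM at 96 h, 36.0 TPM in the parental line and 72.4 TPM in the shERV line in DMSO. Neural genes (12, of which 7 have at least 1 TPM in DMSO and 1 is in the SE list) had 5.28 in NPCs (12 of 12 above 0, camera adjusted p = 1.51e-05) and 0.06 in the parental line (0.773). Of the adjusted p of these means, those for 2-cell genes in the parental line and in NPCs, imprinted genes in the parental line and neural genes in NPCs stayed below 0.05 under every alternative run, the highest being 0.00219, 0.00233, 0.0332 and 0.0462.

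Single genes changed strongly at 96 h of RNA-seq. Mest, an imprinted gene, rose from 0.442 TPM in DMSO to 5.97 TPM at 24 h and 62.9 TPM at 96 h, and Igf2 from 124 TPM to 924 TPM at 96 h. In the shERV line Mest had 0.470 TPM in DMSO, 18.3 TPM with dTAG-13 and 0.555 TPM with Dox + dTAG-13. The pseudogene Gm12481 had 133 TPM in DMSO and 127 TPM at 24 h and was listed at 0 TPM in all libraries at 96 h. These genes were chosen for mention after their values were seen. Mitochondrial transcripts made up 6.44%, 6.00% and 7.90% of TPM in the DMSO libraries, 11.9%, 8.78% and 11.3% at 6 h, 9.39%, 11.1% and 10.4% at 24 h, and 3.76%, 3.65% and 3.65% at 96 h.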
